# Circulating miRNA signatures of early pregnancy in cattle

**DOI:** 10.1186/s12864-016-2529-1

**Published:** 2016-03-03

**Authors:** Jason Ioannidis, F. Xavier Donadeu

**Keywords:** microRNA, Circulating, Biomarker, Early pregnancy, Bovine, miRNA sequencing, PCR array

## Abstract

**Background:**

Low fertility remains a leading cause of poor productivity in dairy cattle. In this context, there is significant interest in developing novel tools for accurate early diagnosis of pregnancy. MicroRNAs (miRNAs) are short RNA molecules which are critically involved in regulating gene expression during both health and disease. MiRNAs have been shown to regulate ovarian function, uterine receptivity, embryonic development and placental function. Circulating miRNAs can provide useful biomarkers of tissue function and disease; importantly, differential miRNA profiles have been linked to pregnancy and preeclampsia in humans. This study sought to establish the potential of circulating miRNAs as biomarkers of early pregnancy in cattle.

**Results:**

We applied Illumina small-RNA sequencing to profile miRNAs in plasma samples collected from eight non-pregnant heifers on Days 0, 8 and 16 of the oestrous cycle and 11 heifers on Days 16 and 24 of pregnancy. We sequenced a total of 46 samples and generated 9.2 million miRNA reads per sample. There were no differences in miRNA read abundance between any of the pregnant and non-pregnant time-points (FDR > 0.1). As a complementary approach, we analysed sample pools (3–4 samples/pool) corresponding to Days 0, 8 and 16 of the oestrous cycle and Day 24 of pregnancy (*n* = 3 pools/group) using Qiagen PCR arrays. A total of 16 miRNAs were differentially expressed (FDR < 0.1) in plasma between pregnant and non-pregnant animals. RT-qPCR validation using the same plasma samples confirmed that miR-26a was differentially upregulated on Day 16 pregnant relative to non-pregnant heifers (1.7-fold; *P* = 0.043), whereas miR-1249 tended to be upregulated in Day 16 pregnant heifers (1.6-fold; *P* = 0.081). Further validation in an independent group of heifers confirmed an increase in plasma miR-26a levels during early pregnancy, which was significant only on Day 24 (2.0-fold; *P* = 0.027).

**Conclusions:**

Through genome-wide analyses we have successfully profiled plasma miRNA populations associated with early pregnancy in cattle. We have identified miR-26a as a potential circulating biomarker of early pregnancy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2529-1) contains supplementary material, which is available to authorized users.

## Background

As of December 2014, there were approximately 9.7 million cattle in the UK [1]. It is estimated that low fertility and suboptimal management of dairy herds cost £500 million in lost productivity annually [2, 3]. This problem is currently maintained by the chronic selection and use of high-yielding dairy cows. Profitable milk production depends on regular calving, the target being that every cow produces one calf a year. An important limitation to meeting this target is that, although conception rates remain very low (less than 50 % at first service), tools for accurate early detection of pregnancy (within 3 weeks) are not available leading to prolonged inter-calving intervals and significant losses in milk production. In light of this, the veterinary and dairy sectors have a particular interest in the development of novel biomarkers of early pregnancy.

MicroRNAs (miRNAs) have recently emerged as promising diagnostic biomarkers with high clinical potential. MiRNAs are short, non-coding RNA molecules which are centrally involved in post-transcriptional control of gene expression [4]. Different roles of miRNAs in the reproductive system have been proposed including the development of ovarian follicles and the corpus luteum [5, 6], uterine cyclicity and establishment of pregnancy, and embryonic development [7–10]. In the early developing bovine conceptus, the levels of some miRNAs including miR-496 and miR-125a vary greatly suggesting a role in the maternal-to-zygotic transcriptional transition [11]. Furthermore, several miRNAs including miR-27a and miR-92b are differentially expressed during the development of the placenta, where they have been associated with trophoblast differentiation and vascularisation [12, 13]. Finally, let-7 and miR-125b among other miRNAs have been shown to control mammary gland development and lactation [14].

MiRNAs are naturally secreted from cells into body fluids where they remain in relatively stable protein or lipid complexes and can be easily quantified [15–18]. This, combined with the fact that some miRNAs are tissue or developmental stage specific presents the opportunity to use miRNAs as non-invasive biomarkers of tissue function associated with a variety of physiological states (e.g. pregnancy) and diseases (e.g. neoplasia, cardiovascular disease, osteoarthritis, sepsis) [19, 20]. Indeed, miRNA-based platforms are currently being used for clinical diagnosis of various types of human cancer [19, 20]. Despite this, there are still limitations associated with measurement of circulating miRNA levels using existing technologies, which are derived from the presence of enzymatic inhibitors in serum and plasma, the low RNA content in bio-fluids, haemolysis and other cell contamination, and the need for unbiased procedures for normalisation of miRNA expression data [15, 21].

There is promising evidence of the potential of miRNAs as biomarkers of pregnancy. The circulating levels of miRNAs belonging to the primate- and placenta-specific C19MC cluster increase with gestational age, while levels of C14MC cluster miRNAs increase in the first trimester and decrease in later pregnancy [22, 23]. Furthermore, the C19MC cluster miRNAs, miR-516-5p, miR-518b, miR-520a and miR-525, are detectable in the human maternal circulation as early as 12 weeks of gestation [24]. In addition, the circulating levels of some C19MC miRNAs are significantly correlated with placental weight [25], consistent with their secretion from the developing placenta. Recent studies in humans have also identified miR-141 and miR-149 as pregnancy-associated circulating miRNAs; circulating levels of miR-141 significantly increase during gestation whereas the levels of both miRNAs decrease after delivery [26]. In sheep, miR-30c, miR-132, miR-379, miR-199a-3p and miR-320 are differentially expressed in serum on Days 30 or 60 of pregnancy [27]. There is limited information on pregnancy-related miRNAs in livestock and, to our knowledge, the levels of circulating miRNAs during early pregnancy have not been previously published for any domestic species.

The aim of this study was to profile miRNA levels in the plasma of cattle during Days 16 and 24 of pregnancy and to identify miRNA signatures that could be potentially used for diagnosis of early pregnancy. We present miRNA profiling results generated using two independent approaches, Illumina small-RNA sequencing and Qiagen PCR array.

## Results and Discussion

### Optimisation of bovine plasma miRNA profiling

We deemed it important to introduce sample quality control measures and optimise our quantification methodology before proceeding with profiling miRNAs in the bovine circulation, in order to address common problems in circulating miRNA quantification which might bias our study, such as low RNA yields, enzymatic inhibition and haemolysis.

We tested three different commercial kits for extraction of RNA from bovine plasma, namely, miRNeasy mini (Qiagen, Netherlands), miRNeasy plasma (Qiagen), and TRIzol LS (Life Technologies, United Kingdom). Using 200 μL of bovine plasma, the TRIzol LS protocol was more efficient than the column-based kits as determined by RT-qPCR quantification of spiked-in exogenous cel-miR-39-3p (Fig. 1a). An added advantage of the TRIzol LS protocol is that it allows scaling-up the extraction volume; for our experiments we decided to use 1.05 mL of bovine plasma which yielded a mean of 9.5 ± 0.8 ng of RNA (Fig. 1b). This yield is similar to that reported for bovine plasma in another study (8.6 ng/mL), but lower than the mean yield reported for human plasma (25 ng/mL) [22, 28].

**Fig. 1:**
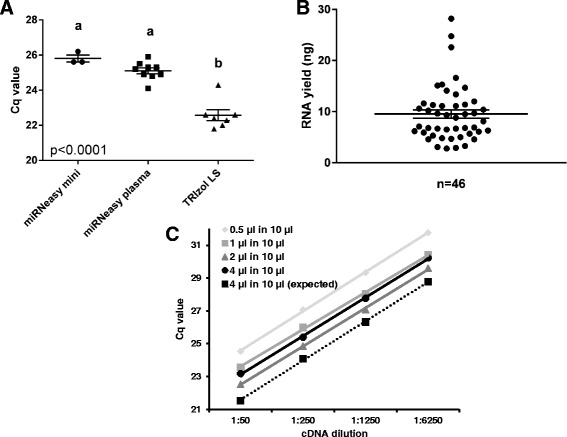
Optimisation of methodology for profiling miRNAs in bovine plasma. **a** RT-qPCR data plots (with mean ± SEM) showing abundance of the exogenous miRNA, cel-miR-39-3p, in plasma samples after RNA extraction using 3 different kits as indicated. **b** RNA yield from 1.05 mL bovine plasma samples using TRIzol LS. **c** Results of RT-qPCR quantification of miR-451 in plasma (mean ± SEM) using different RNA volumes for reverse-transcription; highest reaction efficiency was obtained using 2 μL of RNA in a 10 μL cDNA synthesis reaction

The presence of high levels of enzyme inhibitors in plasma samples (for example, immunoglobulin G) can significantly reduce the efficiency of RT-qPCR [29]. To address this, we tested different input RNA volumes and determined that using 2 μL of RNA extract in a 10 μL cDNA synthesis reaction yielded the highest reaction efficiency (Fig. 1c).

Another significant problem in plasma miRNA profiling is red blood cell contamination. As high levels of red blood cell-derived miRNAs such as miR-451 are associated with haemolysis [30, 31], the ΔCq between miR-451 and miR-23a has been proposed as a useful indicator of haemolysis [32]. We confirmed the validity of this approach for bovine samples by showing good correlation between the ratio of miR-451 and miR-23a and optical densities at 414 nm (Additional file 1, A-B). Based on this, we concluded that all samples used for miRNA profiling were within the normal range for non-haemolysed bovine plasma (Additional file 1, C-D).

### Illumina small-RNA sequencing of bovine plasma

We sequenced a total of 46 small RNA libraries generated from plasma samples collected from eight non-pregnant animals (on each of Days 0, 8 and 16 of the oestrous cycle), and 11 animals on each of Days 16 and 24 of pregnancy (encompassing the period for which a pregnancy biomarker would be desired [33]).

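Plasma small RNA was sequenced from 8 non-pregnant heifers (NP) and 11 pregnant heifers. Each non-pregnant heifer gave a library on Day 0 (NP0), Day 8 (NP8) and Day 16 (NP16) of the cycle, and each pregnant heifer on Day 16 (P16) and Day 24 (P24). The authors trimmed the reads, mapped them to the bovine genome (UMD 3.1) with sRNAtoolbox, and mapped them to mature miRNAs of miRBase, primarily bovine and also human, with 1 mismatch allowed. The deposited values are these counts and the counts normalised to mapped reads (RPMM) for 870 bovine and human miRNA names. Each RPMM value is the count divided by the mapped reads of its library, so mapped reads other than miRNA stay in the divisor. Total miRNA reads per library were 1.30e+06 to 3.82e+06 in NP0, 2.20e+06 to 4.70e+06 in NP8 and 1.49e+06 to 4.67e+06 in NP16. They were 1.91e+06 to 5.4e+06 in P16 and 6.5e+05 to 5.40e+06 in P24. Mean miRNA reads per animal were 3.04e+06 ± 6.46e+05 in NP (SD, n = 8, the mean of 3 libraries each) and 2.58e+06 ± 1.32e+06 in P24 (SD, n = 11; two-sided exact permutation test, p = 0.381). The 10 P16 libraries kept for the comparisons had 2.73e+06 ± 1.07e+06 (SD; two-sided exact permutation test against NP, p = 0.510). For comparisons with NP, the counts of the 3 libraries of a non-pregnant animal were summed, so that the animal was the replicate (n = 8). A miRNA was tested when at least 25% of the libraries of a group held at least 25 RPMM. Groups were compared by edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment at an FDR limit of 0.1. RPMM are given as mean ± SD over animals, with P16 without the library that the paper left out (n = 10) unless stated.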

We obtained a median of 9.2 million raw sequencing reads from each sample (Table 1). A length distribution plot of reads post-trimming showed a distinct peak at 20–23 nucleotides indicating the majority of reads corresponded to mature miRNAs (Fig. 2a). After removal of low-quality reads, a median of 4 million reads (43.5 % of total reads) from each sample were mapped to the bovine genome, 68 % of which (2.7 million) were identified as miRNAs (Table 1). 

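A library held a median of 4.03e+06 mapped reads (range 1.1e+06 to 7.4e+06, n = 46 libraries), and a median of 69.5% of these were miRNA (mean 68.0 ± 7.98%, SD, n = 46). The median number of miRNA reads was 2.78e+06. By group, miRNA made up 70.0 ± 4.49% of the mapped reads in NP (SD, n = 8 animals), 67.3 ± 4.29% in P16 (n = 10) and 67.6 ± 7.00% in P24 (n = 11). The shares in P16 and P24 differed from NP by less than the spread between animals allows to be called (two-sided exact permutation tests, p = 0.202 and p = 0.409). In NP16 alone the share was 70.9 ± 4.55% (SD, n = 8; P16 vs NP16, two-sided exact permutation test, p = 0.104). Mapped reads were recovered here as the ratio of miRNA reads to the summed RPMM of each library; raw reads were not analysed here.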

The remaining mapped reads corresponded to non-coding regulatory and structural small RNAs including Y-RNAs and spliceosomal RNAs, and fragments of larger RNA species such as mRNAs (Fig. 2b). The vast majority of miRNA reads (99.8 %) corresponded to registered bovine sequences in miRBase; the remaining corresponded to human miRNA homologues (0.11 %) or to predicted novel miRNAs (0.06 %, Fig. 2b). 

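Reads of bovine miRNA names made up 99.88 ± 0.043% of miRNA reads, and human names 0.117 ± 0.043% (SD, n = 46 libraries, range 0.0558 to 0.274%). The human share was 0.106 ± 0.0259% in NP (SD, n = 8 animals), 0.121 ± 0.0336% in P16 (n = 10) and 0.129 ± 0.0356% in P24 (n = 11). On Day 16 it was 0.0905 ± 0.0234% in non-pregnant heifers (SD, n = 8; P16 vs NP16, two-sided exact permutation test, p = 0.0455). With Benjamini-Hochberg adjustment over 30 tests of library measures, the smallest p was 0.570. Predicted miRNAs were not analysed here.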

The percentage of miRNA reads obtained over the total sequencing reads (30.4 %) was higher than that reported from sequencing of bovine plasma in another study (5 %) but lower than obtained from human plasma using the same sequencing platform (57.7 %) [22, 34].

**Table 1:** Summary of results from small-RNA sequencing analyses

	NP	P16	P24	All
Total sequence reads	9.1 (8.8-9.6)	9.4 (8.7–11.6)	9.9 (8.8–10.7)	9.2 (8.7–10.5)
Reads with adapter	8.0 (7.7–8.9)	8.7 (7.7–10.6)	9.3 (8.0–9.8)	8.3 (7.7–9.6)
Reads which passed QC	4.5 (3.5–5.4)	4.0 (3.3–5.3)	4.0 (2.9–5.6)	4.2 (3.4–5.4)
Reads mapping to genome	4.3 (3.3–5.2)	3.7 (3.1–4.9)	3.6 (2.6–5.4)	4.0 (3.2–5.2)
Total miRNA reads	3.2 (2.2–3.8)	2.2 (2.1–3.0)	2.6 (1.5–3.5)	2.8 (2.1–3.5)

Median (in millions) and 25 % - 75 % percentile (in brackets) values obtained from a total of 46 plasma samples from non-pregnant heifers (NP; Days 0, 8 and 16 after oestrus combined; *n* = 24) and heifers on Days 16 (P16) and 24 (P24) of pregnancy (*n* = 11)

**Fig. 2:**
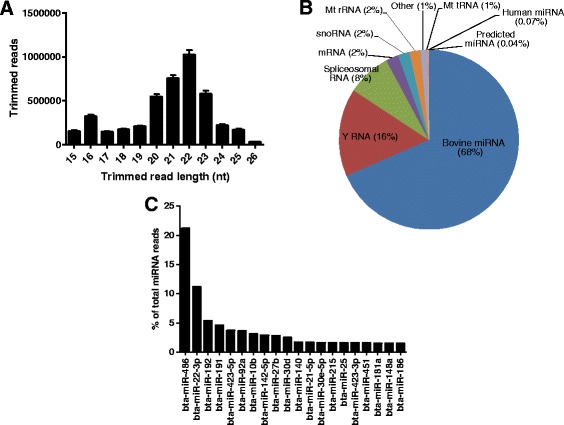
Summary of small-RNA sequencing read count data. **a** Length distribution (mean ± SEM) of read counts (after trimming) from Illumina sequencing of bovine plasma samples (nt = nucleotides). **b** Relative abundance of different RNA species sequenced in bovine plasma. **c** Top 20 miRNAs in bovine plasma detected by Illumina small-RNA sequencing; mean percentages of the total miRNA reads per million mapped (RPMMs) are shown

Overall, a total of 386 unique miRNAs across all individual samples (328 bovine, 37 human and 21 predicted novel) had more than 10 read counts. 

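Summed over the 46 libraries, 574 miRNA names had more than 10 reads, of which 519 were bovine and 55 human. With more than 10 reads asked for in at least 1 library, the number was 402 (378 bovine and 24 human). A mean above 10 reads per library was reached by 310 names (293 bovine and 17 human), and 217 names (212 bovine and 5 human) had more than 10 reads in every library. Of the 870 names, 738 had a read in any library (608 bovine and 130 human). Among the low ones were miRNAs of skeletal and heart muscle: miR-1 reached at most 0.794 RPMM as a group mean, miR-206 at most 0.161 RPMM and miR-208a at most 0.358 RPMM. Both the bovine and the total number depend on what the limit is applied to, by more than 1.5 times between the sum and the readings by the mean or in every library.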

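miR-486, a miRNA of red blood cells, was the most abundant in plasma with 21.0 ± 9.53% of the miRNA reads of a library (SD, n = 46 libraries, range 6.07 to 45.1%). Next was miR-22-3p with 11.3 ± 2.60% (SD, n = 46), followed by miR-192, a miRNA of liver and gut, with 5.55 ± 2.18%, and miR-191 with 4.59 ± 1.39%. miR-423-5p (3.71 ± 0.614%), miR-92a (3.60 ± 0.773%), miR-10b (3.15 ± 0.787%), miR-142-5p, a miRNA of blood leukocytes (2.92 ± 0.645%), miR-27b (2.85 ± 0.636%) and miR-30d (2.51 ± 0.835%) completed the 10 most abundant. In sum these 10 took 61.2 ± 4.64% of miRNA reads (SD, n = 46). Their share was 61.5 ± 2.76% in NP (SD, n = 8 animals), 60.9 ± 4.94% in P16 (n = 10) and 60.1 ± 3.28% in P24 (n = 11).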

On average, the 10 most abundant miRNAs accounted for 61 % of the total miRNA reads in each sample (Fig. 2c). 

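Red cell miRNAs formed the largest of the blood-cell groups in plasma. The erythrocyte list (miR-451, miR-486, miR-144, miR-16a, miR-16b and miR-92a) took 28.6 ± 7.90% of miRNA reads in NP (SD, n = 8 animals), 26.5 ± 9.86% in P16 (n = 10) and 25.0 ± 5.13% in P24 (n = 11). miR-486 (bta-miR-486, chromosome 27 of UMD 3.1, 38990915 to 38990936) alone took 22.4 ± 7.59%, 20.3 ± 9.19% and 18.7 ± 4.37% in NP, P16 and P24. miR-191, which is abundant in platelets, took 4.26 ± 0.942%, 4.89 ± 1.54% and 5.18 ± 1.03%, and the platelet list that holds it 5.25 ± 1.11%, 5.94 ± 1.64% and 6.17 ± 1.10%. The leukocyte list, which includes miR-142, miR-150 and miR-23a, took 6.78 ± 1.25%, 6.42 ± 0.768% and 6.78 ± 1.58%. None of these shares differed between P16 and NP beyond the spread between animals (two-sided exact permutation tests, p = 0.619 for the erythrocyte, p = 0.328 for the platelet and p = 0.459 for the leukocyte list). For P24 and NP the same tests gave p = 0.239, p = 0.0908 and p = 0.992 (two-sided, exact). In NP16 alone the erythrocyte list took 34.5 ± 11.1% (SD, n = 8; P16 vs NP16, two-sided exact permutation test, p = 0.122). Members of these lists, such as miR-126 of endothelium, are also made by other cells.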

Out of the most abundant miRNAs in bovine plasma, miR-486 and miR-92a are reportedly expressed primarily in erythrocytes, and miR-191 is expressed primarily in platelets [31, 35]. Almost half (40 %) of the 10 most abundant miRNAs were also identified as highly abundant in bovine plasma in another study whereas 20 % were very abundant in human plasma [22, 28]. Common miRNAs identified across studies include miR-486, miR-92a, miR-192 and miR-423-5p.

One sample from Day 16 of pregnancy was removed prior to differential expression analysis because it distinctly had very low total reads per million mapped (RPMMs). 

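In the Day 16 pregnant library that the paper left out (P16 replicate 28), 33.1% of the mapped reads were miRNA (95% Wilson interval 33.04 to 33.11%, counting error only). The other 45 libraries lay between 52.5 and 80.1%. Its number of miRNA reads, 2.15e+06, lay within the range of the other P16 libraries. The muscle miRNA miR-133a was at 658 RPMM in it (4278 reads, 95% Wilson interval 639 to 678 RPMM) and higher in it than in the other 10 P16 libraries. A lower miRNA share lowers the RPMM of every miRNA in a library, since the divisor holds all mapped reads; TMM scaling of the counts does not use that divisor.

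**Figure D1:**
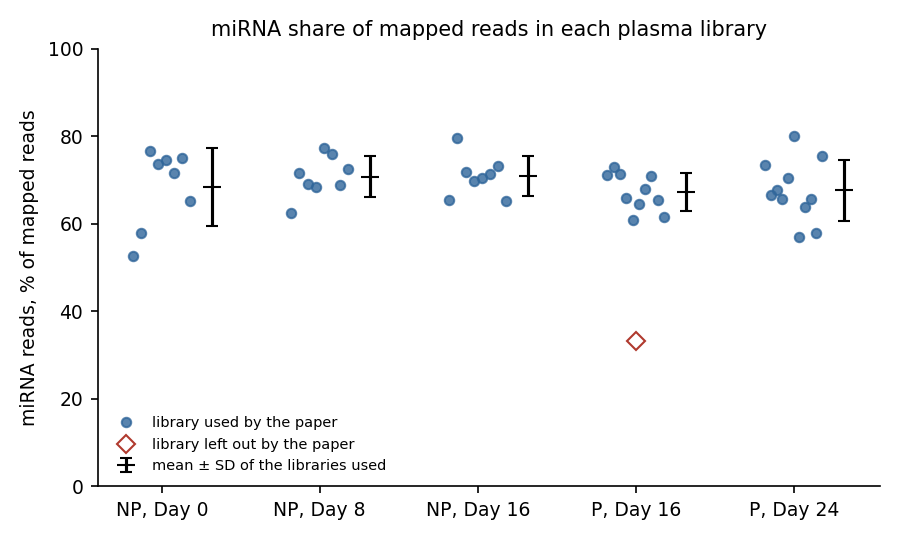
Share of mapped reads counted as miRNA in each plasma library, in percent, by group; points are libraries, the open diamond is the left-out library and bars are mean ± SD of the libraries used. The left-out library is at 33.1%, below all 45 others.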

Different comparisons of miRNA expression data between non-pregnant (NP) and pregnant groups (P) were made involving 1) the average expression over Days 0, 8 and 16 of the oestrous cycle (NP; *n* = 8) for the non-pregnant group vs each of Day 16 and Day 24 of pregnancy (P16 and P24; *n* = 10 and 11, respectively) and 2) a direct comparison between Day 16 of the oestrus cycle (NP16) and Day 16 of pregnancy. Principal component analysis based on these comparisons revealed no clear separation according to pregnancy status (Fig. 3a). 

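Pregnant and non-pregnant heifers were not told apart by their plasma miRNA as a whole. Pregnancy status took 8.12% of the variance among animals for P16 vs NP, where chance gives 5.88% (permutation over all 43758 splits of the animals, exact p = 0.154). For P24 vs NP it took 5.52%, where chance gives 5.56% (75582 splits, exact p = 0.411), and for P16 vs NP16 7.18% (exact p = 0.236). The first and second principal components held 26.9 and 18.6% of the variance for P16 vs NP, and neither differed between the groups (two-sided exact permutation tests, p = 0.613 and p = 0.190). For P24 vs NP they held 31.8 and 18.0% (p = 0.920 and p = 0.518, exact), and for P16 vs NP16 29.2 and 15.5% (p = 0.169 and p = 0.409, exact). All were computed on log2(RPMM + 1) of the 214 miRNAs tested, with P16 of 10 and P24 of 11 animals. With only miRNAs of at least 100 RPMM, the second component differed between P16 and NP (exact p = 0.0202), and the share of variance did not (10.1%, exact p = 0.0733). With the left-out Day 16 library, a choice made after seeing the data, the first component held 52.8% of the variance for P16 vs NP.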

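With a limit of 25 RPMM in at least 25% of the libraries of at least 1 group, 214 miRNAs were tested here. These include the 178 miRNAs of the paper's Additional file 2 and 36 others. Among the 36 are miR-208b, a miRNA of heart and slow muscle, miR-132, a miRNA studied in neurons and immune cells, and miR-136 of the imprinted Dlk1-Dio3 cluster. Of the 214, 196 passed the limit in every group, and 172 held at least 25 RPMM in over 75% of the libraries of every group. Raising the limit to 100 RPMM left 158 miRNAs.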

Changes in the levels of 178 individual miRNAs which passed our quality filters (see Methods) were determined for each comparison (Additional file 2). 

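On Day 16 of pregnancy, a pair of muscle miRNAs, miR-133a and miR-208b, was lower in plasma than in non-pregnant heifers at an FDR under 0.1, and no miRNA was higher (P16 vs NP, edgeR, 214 miRNAs). miR-208b, which lies within a myosin heavy chain gene of heart and slow muscle, was at 7.28 ± 2.86 RPMM in P16 (SD, n = 10, range 4.64 to 14.7) and 16.7 ± 7.88 RPMM in NP (SD, n = 8, range 6.93 to 32.5), a low level. Its log2 fold change was -1.11 (SE 0.24, adjusted p = 0.0163 from edgeR; bta-miR-208b, chromosome 10 of UMD 3.1, 21810359 to 21810380). miR-208b passed the filter only through NP0, at 81.9 and 26.5 RPMM in replicates 22 and 34. NP0 is part of NP, so its entry into the tests depended on the group where it was high. In non-pregnant heifers it was at 26.4 ± 23.1 RPMM on Day 0 and 9.56 ± 3.31 RPMM on Day 16 (SD, n = 8 each), and against NP16 the log2 fold change was -0.49 (SE 0.23, adjusted p = 0.638 from edgeR; two-sided exact permutation test, p = 0.0874). In the miR-99, miR-100 and miR-125 family, a family also expressed in muscle and vessel walls, all 5 members tested had negative log2 fold changes (median -0.29), with -0.39 (SE 0.18) for miR-99a-5p and -0.36 (SE 0.17) for miR-100 (0.0046 with the left-out Day 16 library). None passed the FDR limit, over all miRNAs or adjusted over the list alone. The family was lower than other miRNAs by camera (adjusted p = 0.0095), not with an estimated correlation (adjusted p = 0.65 with an estimated correlation), and its list was fixed after reading the paper's Table 2. Of the let-7 family, which restrains cell proliferation, 8 of 10 members had negative log2 fold changes (median -0.10), and of the imprinted Dlk1-Dio3 cluster, 9 of 12 (median -0.09; 6 of 12 with library totals in place of TMM). In the erythrocyte list 5 of 6 members and in the leukocyte list 8 of 10 had negative values (medians -0.06; 4 of 6 and 5 of 10 with library totals), and in the platelet list 6 of 7 had positive values (median 0.09).

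The liver and gut list (5 tested, median 0.07), the epithelial list (4 tested, median 0.17), the miR-17-92 family (7 of 11 positive, median 0.07), the miR-26 family (2 of 3 negative, median -0.31) and the ruminant miR-2284 and miR-2285 family (7 of 10 positive, median 0.05) held no miRNA past the FDR limit. Neither did the list of miRNAs that the paper's Background links to pregnancy in other species (4 of 6 positive, median 0.14), in which miR-132 had 0.27 (SE 0.12). Of the miRNAs that the PCR array found higher on Day 24, 7 of 9 had negative values (median -0.24), and of those it found lower, 3 of 5 had positive values (median 0.02); the study chose both lists on pools of the same animals, so they are not independent evidence. Camera called none of these lists nor the blood-cell, let-7 and Dlk1-Dio3 lists (smallest adjusted p = 0.17), and adjusted over the list alone each held 0 calls. At an unadjusted p under 0.05 there were 15 miRNAs, 5 higher and 10 lower. Evenly spread p-values would give 10.7, and other splits of the animals, run after the data were seen, gave a median of 7. The count was 6 with library totals and 5 with the left-out Day 16 library. It was 7 without NP replicate 16 or NP replicate 34, 8 without P16 replicate 10 and 9 without P16 replicate 12. Outside the paper's Table 2 the 15 include miR-877 at 226 ± 63.8 RPMM in P16 (SD, n = 10) and 168 ± 84.9 RPMM in NP (SD, n = 8), with a log2 fold change of 0.48 (SE 0.22). The count of 2 at the FDR limit was 1 (miR-133a) among the 178 miRNAs of Additional file 2, which lack miR-208b, or at 100 RPMM. It was 0 with exact permutation tests per miRNA and with the left-out Day 16 library.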

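On Day 24 of pregnancy, no miRNA passed the FDR limit (P24 vs NP, edgeR, smallest adjusted p = 0.871), and 7 had an unadjusted p under 0.05, 2 higher and 5 lower. DESeq2, limma and exact permutation tests also called 0, with 12, 8 and 6 miRNAs at an unadjusted p under 0.05. Without P24 replicate 24, 2 passed the FDR limit (miR-208b at -0.93 and miR-133a at -2.38, adjusted p = 0.0760 for both), and 5 did against NP of Day 0 alone, chosen after seeing the data. In the miR-99, miR-100 and miR-125 family all 5 members again had negative log2 fold changes (median -0.36). miR-125b, which acts in muscle and blood cell differentiation, was at 153 ± 54.6 RPMM in P24 (SD, n = 11) and 214 ± 64.1 RPMM in NP (SD, n = 8), with a log2 fold change of -0.49 (SE 0.21), and miR-99a-5p had -0.47 (SE 0.18). Over all miRNAs 0 members were called, and 3 (miR-125b, miR-99a-5p and miR-99b) were lower when adjusted over the list alone. The paper's Table 2 holds these 3 for this comparison, and the list was written after reading it. The calls over the list and the camera test are therefore not independent support. Camera called the family lower (adjusted p = 1.92e-05), which was lost with an estimated correlation (adjusted p = 0.28 with an estimated correlation). The muscle list, also written after reading Table 2, had lower values by camera too (adjusted p = 0.0082), lost with an estimated correlation (adjusted p = 0.34 with an estimated correlation).

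All 6 erythrocyte miRNAs had negative values on Day 24 (median -0.18; 4 of 6 with library totals or DESeq2 as scaling), among them miR-486 with -0.42 (SE 0.23) and miR-144 with -0.28 (SE 0.18), and camera did not call the list (adjusted p = 0.22). The miR-2284 and miR-2285 family had 9 of 10 positive values (median 0.07), the miR-17-92 family 7 of 11 (median 0.11) and the list from pregnancy in other species 5 of 6 (median 0.06). The let-7 family (5 of 10 positive, median 0.00), the platelet list (3 of 7 positive), the leukocyte list (4 of 10), the liver and gut list (3 of 5), the epithelial list (1 of 4), the miR-26 family (1 of 3) and the Dlk1-Dio3 cluster (4 of 12) went both ways, and with library totals the medians of the platelet, leukocyte, epithelial and Dlk1-Dio3 lists turned from negative to positive, as did the platelet and epithelial medians with DESeq2. In the platelet and let-7 lists the mean and the median had opposite signs. Of the miRNAs that the array found higher, 3 of 9 had positive values here, and of those it found lower, 3 of 5 had negative values. Each of these lists held 0 calls adjusted over the list alone. The count at an unadjusted p under 0.05 was 19 with the 3 NP libraries of an animal treated as independent and 36 without a filter or against NP of Day 0. It was 4 without NP replicate 22, 11 without NP replicate 21 or P24 replicate 29, and 12 without NP replicate 35.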

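With non-pregnant heifers of the same day, no miRNA passed the FDR limit (P16 vs NP16, edgeR, smallest adjusted p = 0.305), and 15 had an unadjusted p under 0.05, 8 higher and 7 lower. DESeq2 called 1, the human name hsa-miR-4532 (adjusted p = 0.0484), and limma and exact permutation tests 0, with 17, 10 and 8 miRNAs at an unadjusted p under 0.05. All 6 miRNAs of the erythrocyte list had negative log2 fold changes (median -0.35). miR-486 was at 137630 ± 67261 RPMM in P16 (SD, n = 10) and 201697 ± 85807 RPMM in NP16 (SD, n = 8), a log2 fold change of -0.62 (SE 0.35), and miR-451, which is confined to the red cell lineage, had -0.46 (SE 0.22). Camera called the list lower (adjusted p = 0.0039), which was lost with an estimated correlation (adjusted p = 0.64 with an estimated correlation); 0 members were called over all miRNAs or adjusted over the list alone. With library totals in place of TMM, 4 of the 6 kept negative values, and the median of all 214 miRNAs moved from 0.02 to 0.18.

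The miR-99, miR-100 and miR-125 family had 5 of 5 negative values (median -0.15), which became 3 positive and 2 negative with library totals. miR-146b, a miRNA of innate immune cells, had a log2 fold change of -0.48 (SE 0.20), in a leukocyte list with 7 of 10 negative values (3 of 10 with library totals). miR-30b-5p, which the array found higher on Day 24, had 0.41 (SE 0.19), in a list with 7 of 9 positive values (median 0.09). Outside Table 2, miR-2892 was at 47.5 RPMM in P16 and 27.2 RPMM in NP16 on average (log2 fold change 0.67, SE 0.29). The platelet, liver and gut, epithelial, Dlk1-Dio3, let-7, miR-17-92, miR-26, miR-2284 and miR-2285 and other-species lists and the array's lower list held 0 calls adjusted over the list alone and were not called by camera (smallest adjusted p = 0.26). With library totals the medians of the Dlk1-Dio3, let-7, platelet, leukocyte, and liver and gut lists turned from negative to positive. The mean of the miR-17-92 family was below 0 and its median above, and with DESeq2 the median turned to -0.01. The count at an unadjusted p under 0.05 was 6 with the left-out Day 16 library and 41 without a filter. It was 7 without P16 replicate 10, 8 without NP16 replicate 18 and 9 without NP16 replicate 20, and hsa-miR-4532 passed the FDR limit without NP16 replicate 16 or P16 replicate 29.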

Differences in the expression of a limited number of individual miRNAs were detected although they were generally small (under 2.5-fold) and not significant after FDR adjustment (Fig. 3b-d; Table 2). For one of the miRNAs, miR-133a, levels were up to 7.4-fold lower in Day 16 pregnant relative to non-pregnant heifers (FDR = 0.127) although the miRNA was not detectable by qPCR and thus those differences could not be validated further.

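miR-133a, a miRNA of skeletal and heart muscle (bta-miR-133a, chromosome 13 of UMD 3.1, 55449796 to 55449817 as listed), was 7.01-fold lower on Day 16 of pregnancy than in NP. It was at 59.8 ± 42.0 RPMM in P16 (SD, n = 10, range 23.2 to 163) and 440 ± 410 RPMM in NP (SD, n = 8, range 74.5 to 1026). The log2 fold change was -2.81 (SE 0.53, adjusted p = 0.00672 from edgeR). The groups also differed by a two-sided exact permutation test on log2(RPMM + 1) of 8 and 10 animals (p = 0.000548). Each NP value there was the mean of 3 libraries and each P16 value 1 library, so the values are not strictly exchangeable. A single high library raises the NP mean of an animal, and with the NP median or log mean the change was smaller, as given below. Against NP16, where miR-133a was at 241 ± 389 RPMM (SD, n = 8), the log2 fold change was -2.10 (SE 0.63, adjusted p = 0.349 from edgeR; two-sided exact permutation test, p = 0.130). On Day 24 it was at 186 ± 341 RPMM (SD, n = 11), a log2 fold change from NP of -1.47 (SE 0.71, adjusted p = 0.871 from edgeR; two-sided exact permutation test, p = 0.0311). The NP median was 258 RPMM on Day 0, 85.4 RPMM on Day 8 and 108 RPMM on Day 16, and on each day 1 library lay far above the other 7, at 2309, 2915 and 1179 RPMM (replicates 22, 35 and 25).

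Of the 7 muscle miRNAs listed, after Table 2 had been read, 3 passed the filter, and miR-499, which like miR-208b lies in a myosin gene, had a log2 fold change of -0.24 (SE 0.17) for P16 vs NP. For P16 vs NP all 3 were negative and 2 passed the FDR limit, over all miRNAs and adjusted over the list alone. Camera called the list lower (adjusted p = 8.8e-08, and adjusted p = 0.0042 with an estimated correlation). This is not independent support, since Table 2 holds miR-133a and miR-208b passed the filter only through NP0, which is part of NP. For P24 vs NP and for P16 vs NP16, 0 members passed over all miRNAs and 2 were lower adjusted over the list alone; camera did not call the list for P16 vs NP16 (adjusted p = 0.19), where miR-499 was positive. Over the alternatives run, the adjusted p for P16 vs NP ranged from 9.19e-05 (DESeq2) to 0.998. With the left-out Day 16 library the P16 vs NP value was -0.96 (adjusted p = 0.941), with an exact permutation test its adjusted p was 0.110, and against NP Days 8 and 16 alone, chosen after seeing the data, the value was -2.64 (SE 0.66, adjusted p = 0.149). With the NP libraries of an animal combined by their median or their log mean, also chosen after seeing the data, it was -1.43 (SE 0.48, adjusted p = 0.998 from limma) and -1.70 (SE 0.46, adjusted p = 0.123 from limma). The P16 vs NP16 value was -1.0 without NP16 replicate 25 and -0.12 with the left-out library, and without P24 replicate 24, the P24 vs NP value was -2.38 (adjusted p = 0.0760, up to 0.997 without other animals).

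**Figure D2:**
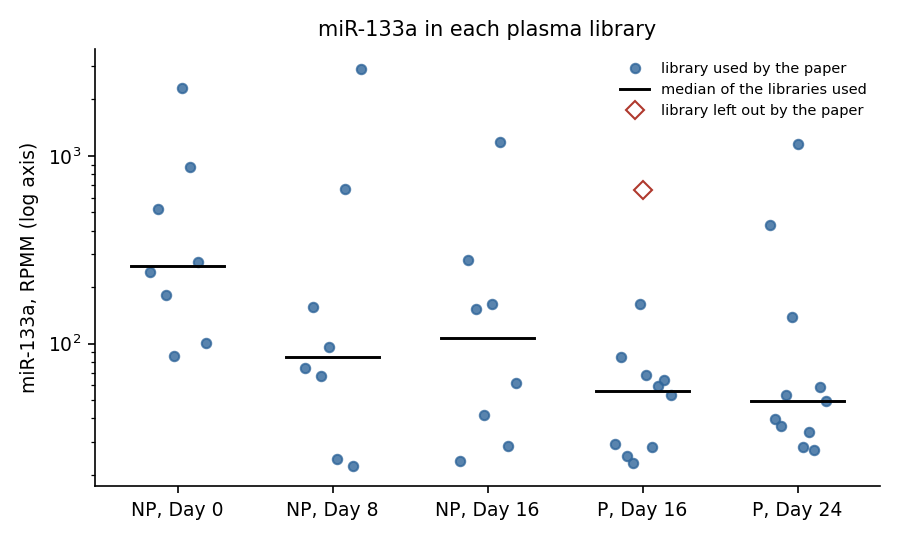
miR-133a in each plasma library, in RPMM on a log axis, by group; points are libraries, bars are group medians and the diamond is the left-out library. The left-out library lies above the other P16 libraries, which are at 23.2 to 163 RPMM.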

**Fig. 3:**
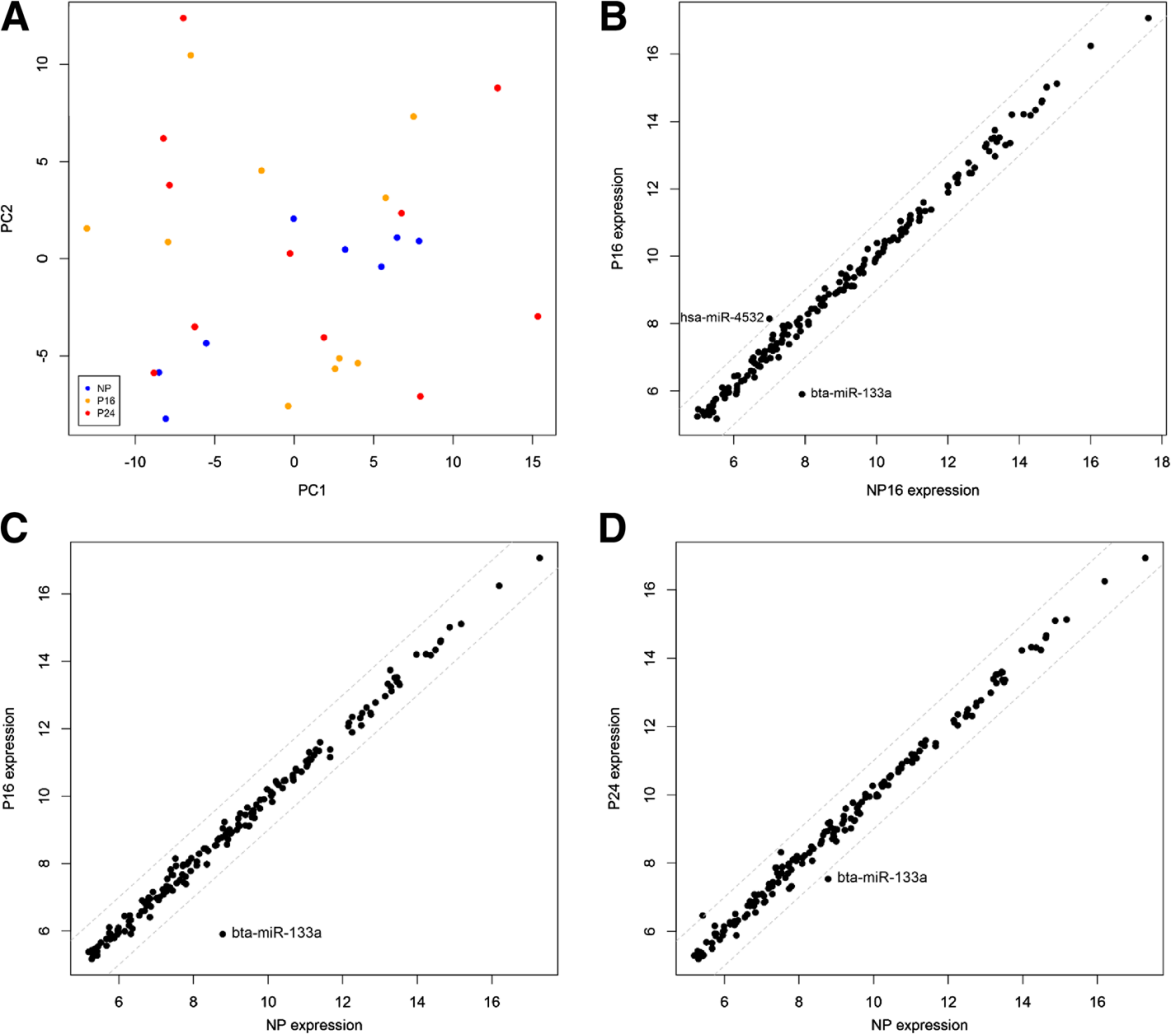
Results of differential expression analysis of miRNA sequencing data. **a** PCA plot using data from all pregnant (P16 and P24) and non-pregnant (NP) time-points obtained by Illumina small-RNA sequencing. Scatterplots for P16 vs NP16 (**b**) P16 vs NP (**c**) and P24 vs NP (**d**) comparisons using individual miRNA data are shown. The grey dotted lines indicate the 2-fold change threshold, and miRNAs which changed more than 2-fold between groups have been labelled. All data have been log2 transformed

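Differences over 2-fold were few. For P16 vs NP, 3 of the 214 miRNAs differed by more than 2-fold in the edgeR fit (miR-133a, miR-208b and the human name hsa-miR-3168), for P24 vs NP 2 (miR-133a and hsa-miR-3168) and for P16 vs NP16 2 (miR-133a and hsa-miR-4532). hsa-miR-3168 was low in all groups, with 22.2 ± 39.0 RPMM in P24 (SD, n = 11, up to 136) and 4.71 ± 3.00 RPMM in NP (SD, n = 8), and the animals did not differ beyond their spread (two-sided exact permutation test, p = 0.179). Its log2 fold changes were 2.17 (SE 0.78) for P24 vs NP and 1.16 (SE 0.71) for P16 vs NP. Under 1.5-fold were 210 miRNAs (98.1%) for P16 vs NP, and 208 (97.2%) in each of the other comparisons. The median absolute log2 fold change was 0.12 for P16 vs NP, 0.12 for P24 vs NP and 0.13 for P16 vs NP16, with median standard errors of 0.16, 0.18 and 0.17.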

**Table 2:** Changes in circulating miRNA abundance identified by small RNA sequencing

	Comparison	Fold change	*P* value
bta-miR-101	NP16 vs P16	0.78	0.045
bta-miR-25	NP16 vs P16	0.81	0.014
bta-miR-19a	NP16 vs P16	1.22	0.029
bta-miR-130b	NP16 vs P16	1.33	0.019
bta-miR-328	NP16 vs P16	1.34	0.006
bta-miR-301b	NP16 vs P16	1.49	0.045
hsa-miR-4532	NP16 vs P16	2.21	0.006
bta-miR-133a	NP vs P16	0.14	0.001
bta-miR-193b	NP vs P16	0.74	0.021
bta-miR-365-3p	NP vs P16	0.75	0.026
bta-miR-2957	NP vs P16	0.77	0.048
bta-miR-152	NP vs P16	0.77	0.048
bta-miR-107	NP vs P16	0.82	0.036
bta-miR-103	NP vs P16	0.83	0.037
bta-miR-328	NP vs P16	1.22	0.003
bta-miR-133a	NP vs P24	0.42	0.028
bta-miR-125b	NP vs P24	0.71	0.024
bta-miR-99a-5p	NP vs P24	0.72	0.016
bta-miR-365-3p	NP vs P24	0.74	0.013
bta-miR-99b	NP vs P24	0.77	0.022
bta-miR-10b	NP vs P24	0.84	0.037

List of plasma miRNAs with different abundance between pregnant and non-pregnant heifers (NP16 vs P16, NP vs P16 and NP vs P24 comparisons) based on RPMM values from Illumina sequencing. 

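All 21 differences of Table 2 had the same direction in the edgeR fits of the counts, and 17 of them had an unadjusted p under 0.05. These were 8 of 8 for P16 vs NP, 4 of 6 for P24 vs NP and 5 of 7 for P16 vs NP16. miR-328 was at 86.8 ± 12.6 RPMM in P16 (SD, n = 10) and 71.1 ± 4.80 RPMM in NP (SD, n = 8), a log2 fold change of 0.34 (SE 0.14). miR-193b, a miRNA of brown fat and muscle, was at 84.8 ± 18.0 RPMM in P16 (SD, n = 10) and 114 ± 31.3 RPMM in NP (SD, n = 8), with -0.44 (SE 0.18); with the left-out Day 16 library this turned to 0.28. miR-365-3p, which is transcribed with miR-193b in mammals, had -0.40 (SE 0.17) for P16 vs NP and -0.45 (SE 0.18) for P24 vs NP. miR-99b was at 519 ± 179 RPMM in P24 (SD, n = 11) and 673 ± 72.8 RPMM in NP (SD, n = 8), with -0.36 (SE 0.17), and miR-10b had -0.24. For P16 vs NP16, miR-130b had 0.31 (SE 0.11), miR-301b 0.45 (SE 0.19), miR-25, of the miR-17-92 family, -0.40 (SE 0.17) and miR-101 -0.45 (SE 0.20).

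miR-2957 and miR-152 had nearly the same counts in all 45 libraries (r = 0.9999 across libraries, log2 fold change -0.33 for both for P16 vs NP), so this pair is a single measurement as counted. miR-103 and miR-107 also varied together (r = 0.994, log2 fold changes -0.24 and -0.25), at a median ratio of miR-107 to miR-103 of 0.472. Within the lists, so did miR-26a and miR-26c (r = 0.996), miR-2284z and miR-2284aa (r = 0.9997), and miR-2284x and miR-2284y (r = 0.996). The member counts and camera tests of these 2 families thus hold members that are not separate measurements. Beyond the miR-133a and miR-208b calls for P16 vs NP, no miRNA passed the FDR limit in edgeR; the adjusted p of the other Table 2 miRNAs for P16 vs NP was at least 0.674.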

Fold change in pregnant relative to non-pregnant heifers are shown. FDR > 0.1 for all miRNAs

### Bovine plasma miRNA profiling using Qiagen PCR arrays

To complement our sequencing analyses we used a commercial Custom PCR array platform to profile the expression of 308 unique bovine miRNAs in the same plasma samples. As it is not feasible to screen a large number of samples using PCR arrays, we analysed 3 sample pools (3–4 samples/pool) from each of Days 0, 8 and 16 from non-pregnant heifers and from Day 24 pregnant heifers (we reasoned we would more easily find differences in miRNA expression at Day 24 than at Day 16 of pregnancy).

We detected a total of 208 miRNAs in bovine plasma (based on mean Cq < 35 across all sample pools; Fig. 4a), the most abundant of which (Fig. 4b) corresponded to miRNAs reportedly expressed at high levels in blood cells including erythrocytes (miR-451, miR-486, miR-16), leukocytes (miR-150, miR-27a, miR-23a) and thrombocytes (miR-223, miR-20a, miR-24), and which are putatively released into the plasma through apoptosis, lysis or active secretion [36–38]. The absence of detectable haemolysis in our samples (see above) indicates the detected blood cell miRNAs are predominantly the result of secretion/activation and not cell lysis.

**Fig. 4:**
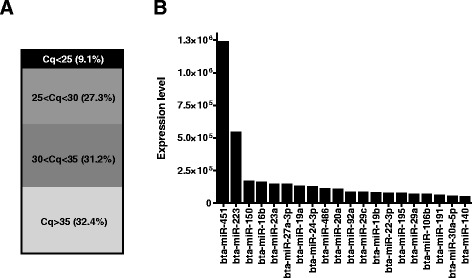
miRNA abundance in bovine plasma pools determined by Qiagen PCR arrays. **a** Distribution of mean Cq values for 308 conserved miRNAs. **b** Expression level of the 20 most abundant miRNAs in bovine plasma (calculated as 2^^(40-Ct)^)

Comparing the 20 most abundant miRNAs in each of the PCR array and sequencing datasets, only 6 miRNAs (miR-486, miR-22-3p, miR-191, miR-92a, miR-140 and miR-451) were common. 

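The 6 shared miRNAs held different ranks in plasma by sequencing and by the paper's array values. miR-451, a miRNA of red blood cells, was 17th by sequencing with 1.58 ± 0.472% of miRNA reads (SD, n = 46 libraries) and had rank 1 on the array. miR-486 had rank 1 by sequencing and 9 on the array, miR-22-3p 2 and 13, miR-191 4 and 18, miR-92a 6 and 11, and miR-140, a miRNA of cartilage, 11 and 20. Of the 20 most abundant by sequencing, 18 were on the array, and some had low ranks there, with 38 for miR-192, 49 for miR-423-5p, 74 for miR-215 and 105 for miR-181a. In the other direction, the platelet miRNA miR-223 (array rank 2) was 57th by sequencing, the lymphocyte miRNA miR-150 (array rank 3) 25th, miR-20a (array rank 10) 135th and miR-195 (array rank 15) 185th. Across the 168 miRNAs with both values the ranks had a Spearman correlation of 0.643, across miRNAs, which are not independent replicates. Array ranks come from the paper's values and sequencing ranks from mean RPMM over all 46 libraries.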

A very abundant miRNA in the sequencing dataset (miR-21-5p) could not be compared as it was not included in the PCR array. 

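miR-21-5p, a miRNA expressed in most tissues (bta-miR-21-5p, chromosome 19 of UMD 3.1, 10049140 to 10049163), was the 12th most abundant in plasma with 1.65 ± 0.435% of miRNA reads (SD, n = 46 libraries). Its mean was 11325 ± 3492 RPMM (SD, n = 46). By group it was at 11065 ± 2436 RPMM in NP (SD, n = 8), 11538 ± 2429 RPMM in P16 (n = 10) and 12487 ± 3574 RPMM in P24 (n = 11). The log2 fold changes from NP were 0.09 (SE 0.09) in P16 and 0.15 (SE 0.10) in P24, neither past the FDR limit in edgeR.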

The overall poor agreement in abundant miRNAs identified by the two techniques can in part be explained by platform-specific biases such as those associated with sequencing adaptor ligation and differences in primer-specific PCR efficiency, which are known to affect the representation of miRNAs in a library therefore changing the perceived order of abundance of the miRNAs within a sample [39–41].

As before, differential expression analyses for each miRNA was performed considering the average expression value over Days 0, 8 and 16 of the oestrous cycle for the non-pregnant group (NP). Principal component analysis of PCR array results showed a clear separation between NP and P24 groups (Fig. 5a). Of the 176 unique miRNAs included in the analysis (after excluding low abundance miRNAs; see Methods), a total of 16 miRNAs were differentially expressed between the two groups (FDR < 0.1), 8 of which at ≥ 2-fold (Fig. 5b-c; Table 3; Additional file 3).

**Fig. 5:**
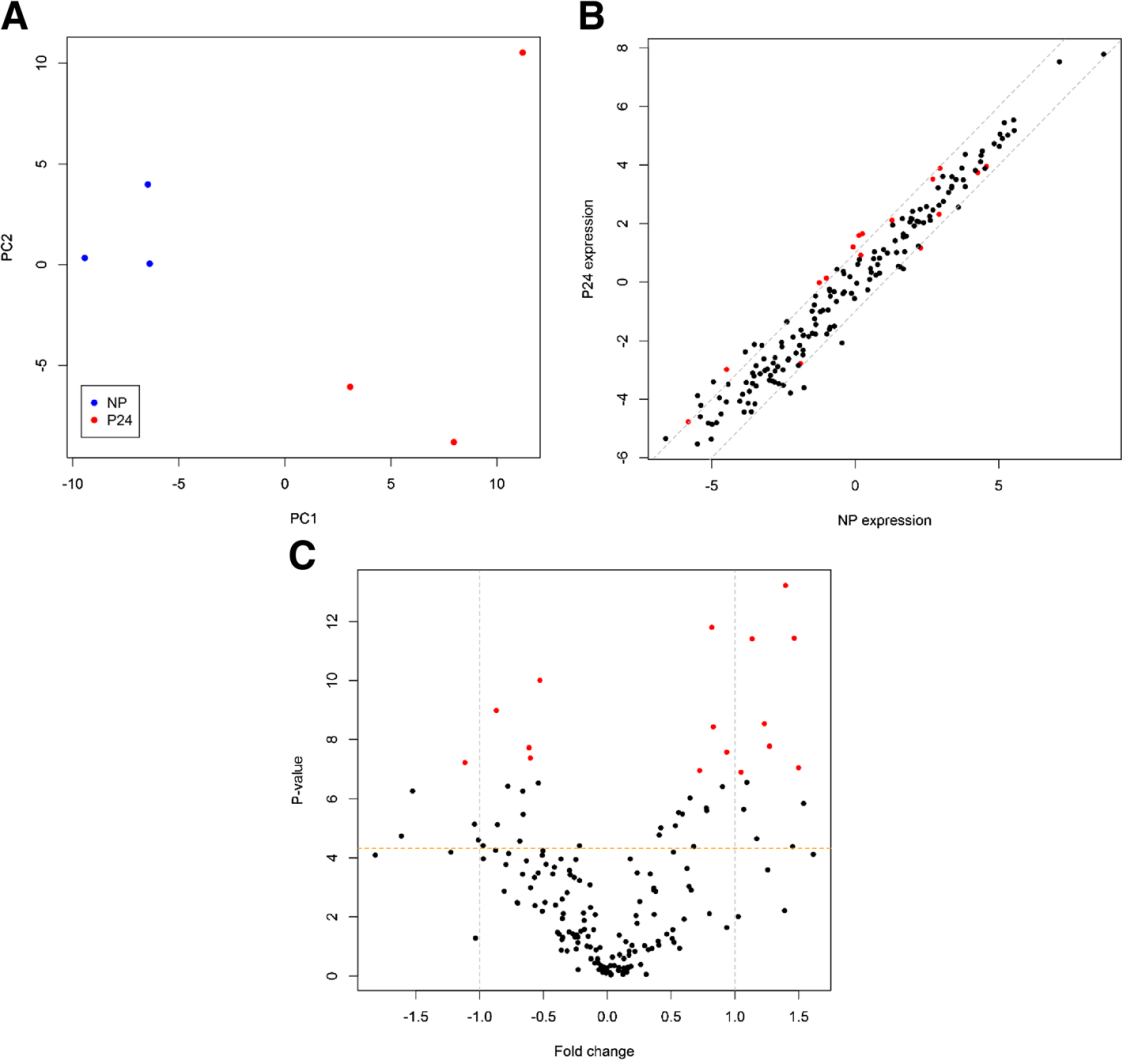
Differential expression analysis using PCR array data. **a** PCA plot and **b** scatterplot of individual miRNA data (NP vs P24). The grey dotted lines in **b**) indicate the 2-fold change threshold, and the highlighted data-points (in red) represent FDR < 0.1. The data have been log2 transformed. **c** Volcano plot for the same data shown in (**b**). The horizontal dotted orange line indicates the significance threshold (*P* = 0.05) and the vertical grey lines indicate the 2-fold change threshold. Data-points representing differences with FDR < 0.1 have been highlighted in red. The data have been log2 transformed

**Table 3:** Differences in circulating miRNA abundance identified by PCR array analyses

	Fold change	*P* value	FDR
bta-miR-101	0.46	0.007	0.090
bta-miR-141	0.55	0.002	0.058
bta-miR-29c	0.65	0.005	0.083
bta-miR-339a	0.66	0.006	0.088
bta-miR-29a	0.69	0.001	0.034
bta-miR-103	1.65	0.008	0.092
bta-miR-26a	1.76	0.000	0.016
bta-miR-30b-5p	1.78	0.003	0.064
bta-miR-26b	1.91	0.005	0.083
bta-miR-631	2.07	0.008	0.092
bta-miR-374b	2.20	0.000	0.016
bta-miR-151-5p	2.35	0.003	0.064
bta-let-7d	2.42	0.005	0.083
bta-miR-30c	2.63	0.000	0.016
bta-let-7f	2.76	0.000	0.016
bta-miR-454	2.83	0.008	0.092

List of differentially expressed miRNAs on Day 24 of pregnancy (NP vs P24; FDR < 0.1) based on Qiagen PCR array expression data. Fold changes were calculated as pregnant/non-pregnant

Generally, we observed poor overlap between differentially expressed gene lists from the two high-throughput datasets. Thus, only four of all miRNAs differentially expressed (*P* < 0.05) between pregnant (Day 24) and non-pregnant animals in the PCR array, i.e. miR-99b, miR-152, miR-101, miR-103, were also different (*P* < 0.05) between pregnant and non-pregnant groups (all comparisons) in the sequencing dataset. 

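Among the 135 miRNAs with values on both platforms, 32 differed on the array at P under 0.05 in the paper's values and 5 in the edgeR fit of P24 vs NP at an unadjusted p under 0.05. miR-99b was the only miRNA in both sets, where chance gives 1.19 (Fisher's exact test, two-sided, p = 1). With all 3 sequencing comparisons, 20 miRNAs had an unadjusted p under 0.05 and 5 were in both sets (miR-101, miR-103, miR-152, miR-30b-5p and miR-99b), where chance gives 4.74 (Fisher's exact test, two-sided, p = 1). The overlap does not use direction, and miR-103 was higher on the array (1.65-fold) and lower in sequencing (log2 fold change -0.24 for P16 vs NP). Of the 32, 18 had the same direction in sequencing, and of the 14 tested here with an FDR under 0.1 on the array, 6. On Day 24 let-7f, a member of a family that restrains cell proliferation, had a sequencing log2 fold change of -0.22, let-7d -0.18, miR-30c -0.03 and miR-26a -0.06, all higher on the array. miR-374b had 0.08 and miR-26b 0.14, in the array's direction, as did miR-101 (-0.23) and miR-29a (-0.10), both lower on the array. Across the 135 miRNAs the log2 fold changes had a Spearman correlation of 0.296 and a Pearson correlation of 0.254 (permutation p = 0.0005 for the Spearman correlation, across miRNAs); miRNAs are not independent replicates, and the array pools came from the same animals. The spread of the log2 fold changes was 0.58 (SD) on the array and 0.19 in sequencing. The paper states that its own lists overlap poorly, with 4 miRNAs in both, gives under-representation in the libraries as the reason in some cases, and proposes platform biases and the use of pools as further contributors.

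**Figure D3:**
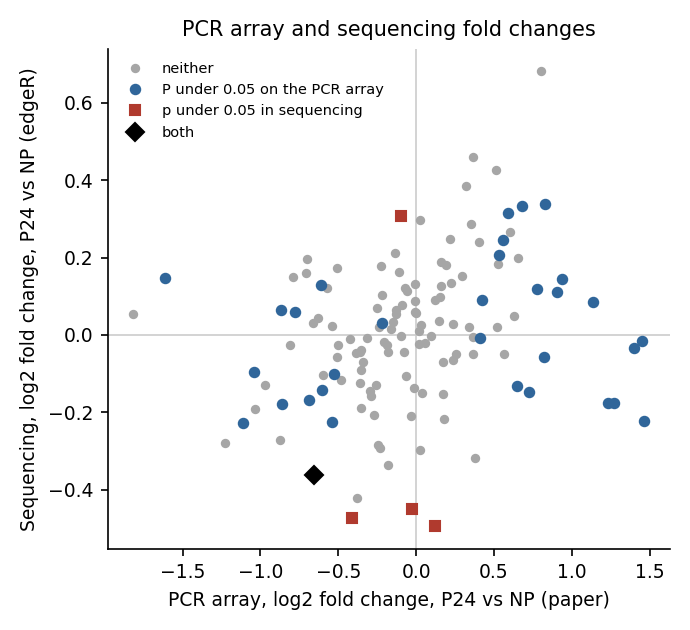
Log2 fold change of P24 vs NP in the paper's PCR array values (x axis) and in the edgeR fit of the sequencing counts (y axis) for the 135 miRNAs on both; blue, P under 0.05 on the array; red squares, p under 0.05 in sequencing; black diamond, both; grey, neither. The black diamond is miR-99b, and the array values spread over a wider range (SD 0.58) than the sequencing values (SD 0.19).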

In some cases, the poor overlap was due to the miRNAs being under-represented in the sequencing libraries (e.g. miR-29c, miR-1249) resulting in low-confidence profiles. 

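miR-29c, a miRNA that targets collagen transcripts (bta-miR-29c, chromosome 16 of UMD 3.1, 73887270 to 73887291), was at 331 ± 99.6 RPMM (SD, n = 46 libraries) with 266 to 2703 reads per library. It was at 323 ± 57.5 RPMM in NP (SD, n = 8), 347 ± 98.0 RPMM in P16 (n = 10) and 357 ± 113 RPMM in P24 (n = 11). Its log2 fold change was 0.13 in both P16 (SE 0.11) and P24 (SE 0.12) relative to NP, not past the FDR limit in edgeR. By mean RPMM it ranked 97th, and on the array 12th.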

Other miRNAs such as miR-4532 were not included in the PCR arrays, therefore cross-platform validation was not possible. 

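The human name hsa-miR-4532 (listed on chromosome 10 of UMD 3.1, 45748829 to 45748845) was at 283 ± 130 RPMM in P16 (SD, n = 10) and 128 ± 52.7 RPMM in NP16 (SD, n = 8), a log2 fold change of 1.00 (SE 0.27, adjusted p = 0.305 from edgeR). The animals differed by a two-sided exact permutation test, unadjusted for the other miRNAs (p = 0.00740). Relative to NP, at 183 ± 108 RPMM (SD, n = 8), the log2 fold change was 0.62 (SE 0.34) in P16 and 0.80 (SE 0.40) in P24, where hsa-miR-4532 was at 319 ± 215 RPMM (SD, n = 11). Neither passed the FDR limit (adjusted p = 0.820 and p = 0.871 from edgeR). For P16 vs NP16 it was called by DESeq2, and by edgeR without NP16 replicate 16 (1.14, adjusted p = 0.0727) or without P16 replicate 29 (1.10, adjusted p = 0.0612); over the alternatives run its adjusted p reached up to 0.528.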

Platform-specific biases (indicated above) and the fact that pooled rather than individual samples were used in the PCR arrays may have also contributed to the relative lack of agreement between sequencing and PCR arrays. Taken together, our results highlight the limitations of current circulating miRNA profiling technologies, especially when subtle differences in gene expression are investigated, such as here, and show the importance of cross-platform validation.

### RT-qPCR validation of high-throughput data

From the results of PCR array and small-RNA sequencing we selected (based on both fold-change and P value) a total of 21 differences in miRNA abundance (involving 17 unique miRNAs) for validation by RT-qPCR (Additional file 4). Since we did not want our selection of miRNA candidates to be constrained by the limited number of differences originally obtained after FDR adjustment (FDR < 0.1; Tables 2 and 3), in the validation analyses we included 13 differences which were significant (*P* < 0.05) only before FDR adjustment. Because Day 16 of pregnancy was not included in the PCR array analyses (from where a majority of differences for validation were obtained), for the sake of inclusiveness both P16 and P24 were included in all validation analyses.

We could robustly quantify 15 individual miRNAs by RT-qPCR representing a total of 17 differences in miRNA abundance between pregnant and non-pregnant groups. For 9 of these differences (Fig. 6a) the results of qPCR were consistent with those obtained by PCR array or sequencing although significance was only obtained for miR-26a; an increase in the levels of this miRNA was significant on Day 16 (NP vs P16, 1.7 fold, *P* = 0.043) but not on Day 24 (1.7 fold, *P* = 0.208 Fig. 6b). A trend for an increase in miR-1249 levels on Day 16 of pregnancy was also identified but was not statistically significant (NP vs P16, *P* = 0.081; Fig. 6b). To more robustly validate the changes in miR-26a during early pregnancy, particularly as they were relatively small, we analysed plasma samples from a different, larger group of heifers during early pregnancy (Fig. 6c). In this group of animals, when compared to levels before insemination, plasma levels of miR-26a were higher on Day 24 of pregnancy (2.0-fold; *P* = 0.027). On average, miR-26a levels were also higher on Day 16 (1.7-fold) although this difference did not reach significance (*P* = 0.118). Thus, from analyses in two independent groups of animals we concluded that the levels of miR-26a increase during early pregnancy in heifers.

**Fig. 6:**
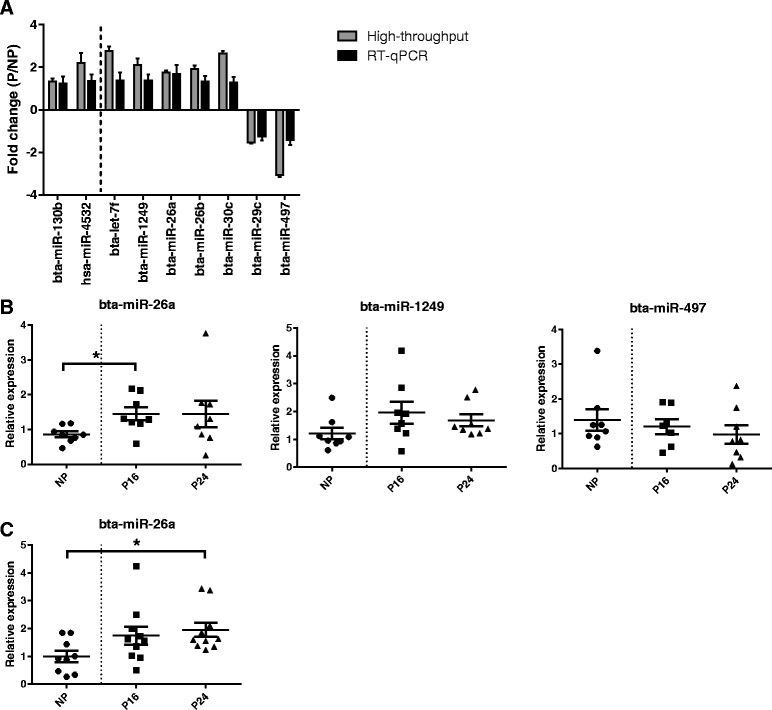
Results of RT-qPCR validation of high-throughput analyses data. **a** Comparative fold-changes (mean ± SEM) in miRNA abundance between pregnant and non-pregnant groups obtained by high-throughput analyses (PCR array or sequencing) and RT-qPCR. Results to the left and right of the dotted line correspond to NP16 vs P16 and NP vs P24 comparisons, respectively (Additional file 4). **b** RT-qPCR data plots (with mean ± SEM) for selected comparisons between pregnant and non-pregnant groups including the two differences in miRNA abundance that were significant (miR-26a, * indicates *P* < 0.05) or tended to be significant (miR-1249, NP vs P16, *P* < 0.1). **c** RT-qPCR data plots (with mean ± SEM) obtained from an independent group of heifers and which confirms an increase in plasma miR-26a levels during early pregnancy. NP corresponds to plasma samples collected before insemination (Day 0) from the same animals

Although expressed ubiquitously, distinctly high levels of miR-26a have been reported in the embryo, the ovary, and immune-related tissues and cells such as the thymus and B/T cells of different species [42–45]. Interestingly, miR-26a has been shown to directly down-regulate IFN-β, a major cytokine involved in innate and adaptive immune responses, suggesting a potential role for this miRNA as an immuno-suppressor during early pregnancy [46]. Additionally, recent studies in pig and goat have reported increasing levels of miR-26a in the conceptus and the ovary as early as Day 20 of pregnancy [47, 48]. Also, high plasma miR-26a levels have been associated with pre-eclampsia in humans [49]. These findings support the notion that miR-26a is involved in pregnancy, possibly by exerting immunomodulatory effects. Further studies should investigate the precise origin and function of this miRNA during pregnancy.

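In the sequencing libraries miR-1249 (bta-miR-1249, chromosome 5 of UMD 3.1, 122416965 to 122416986) was at 6.74 ± 2.90 RPMM (SD, n = 46, range 2.04 to 13.8), from 4 to 78 reads per library. By group it was at 7.01 ± 1.90 RPMM in NP (SD, n = 8), 7.11 ± 1.91 RPMM in P16 (n = 10) and 6.20 ± 2.76 RPMM in P24 (n = 11). It did not pass the limit of 25 RPMM and was left out of the tests between groups.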

Mir-1249, identified by PCR array analyses as differentially expressed in pregnant animals, was severely under-represented in our sequencing library, with only 6.1 counts per million on average, which prevented any conclusions about its expression in bovine plasma. This may be the result of sequence- and secondary structure-dependent ligation biases during library preparation, a common issue with next-generation sequencing technology which affects all samples equally and thus is not considered to bias differential expression analyses [39–41]. The case of miR-1249 is a good example of the need to use different quantification methods for cross-platform validation of results. The levels of miR-1249 in granulosa cells have been shown to vary during follicle development in bovine [50], and miR-1249 expression has been confirmed in bovine mammary glands, however little is known about its expression and functions in other tissues [51].

The fact that results of RT-qPCR and high-throughput analyses agreed (i.e. differences between pregnant and non-pregnant groups showed the same trend) for only 9 of the 17 differences in miRNA abundance analysed may have been due in part to the intrinsically very low levels of RNA contained in plasma; this, together with the presence of several inhibitors of RT-qPCR enzymes in plasma make accurate quantification particularly challenging, especially when differences between the experimental groups being compared are small. Added to these are platform-specific biases and intrinsic inter-animal variation. In the case of the PCR arrays, the use of pooled samples may also have contributed to disagreement in the results from different profiling platforms. A recent study reported a 54.6 % agreement in human liver and brain tissue miRNA profiles across RT-qPCR, microarrays and small-RNA sequencing platforms [52], which is comparable to the agreement reported in our study. This most likely reflects the limitations associated with quantification of plasma miRNAs discussed above. Finally, we only attempted to validate a fraction of the differences identified in the PCR array and sequencing experiments; further validation analyses may identify additional potential miRNA biomarkers of early pregnancy.

## Conclusions

Through RNA sequencing and qPCR profiling in cattle, we identified for the first time changes in the levels of miRNAs in plasma during early pregnancy. Specifically, we identified an increase (up to 2-fold) in the levels of miR-26a during Days 16 to 24 of pregnancy. These changes putatively reflect changes in miRNA expression in one or more body tissues and may play potentially important roles in the establishment of pregnancy. Overall, the differences in plasma miRNAs levels between pregnant and non-pregnant animals were small; larger differences in circulating miRNAs may occur at later stages of pregnancy. In addition, a limited ability to accurately quantify low abundance RNAs using available technologies may have prevented detecting larger differences in miRNA levels during early pregnancy. 

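In the sequencing data, the size of difference that the tests could call was examined on simulated counts. Each miRNA was drawn independently of the others, with its spread in these libraries. In 20 simulated data sets with 40 of 214 miRNAs changed, 2-fold changes were called at the FDR limit in 95.5% of cases for P24 vs NP, the lowest of the 3 comparisons, and 99% for P16 vs NP16, the highest. Changes of 1.5-fold were called in 80% of cases for P16 vs NP, 68% for P24 vs NP and 74.5% for P16 vs NP16, and unchanged miRNAs in 1.98%, 1.70% and 1.78%. These rates hold for sets with 40 changed miRNAs that vary independently, and need not hold for the plasma libraries. There, miR-133a (log2 fold change -1.47 for P24 vs NP) and hsa-miR-4532 (1.00 for P16 vs NP16) were not called (adjusted p = 0.871 and p = 0.305 from edgeR). In the plasma libraries 213 of 214 miRNAs were under 2.5-fold for P16 vs NP, 212 for P24 vs NP and 213 for P16 vs NP16, the exceptions being miR-133a in all 3 and hsa-miR-3168 in P24. The paper states that the differences were small, and it proposes that larger ones occur later in pregnancy and that low-abundance RNAs were hard to quantify.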

In summary, our results identify miR-26a as a novel candidate biomarker of early pregnancy in cattle.

## Methods

### Experimental design and sample collection

During March-April of 2013, 24 cycling Holstein-Friesian heifers (14–17 months old) were oestrus-synchronised using Eazi-Breed™ CIDR® Cattle Insert (1.38 g progesterone over 8 days; Zoetis, USA), Receptal® (0.02 mg buserelin on the day of CIDR insertion; MSD Animal Health, UK) and Estrumate® (0.5 mg cloprostenol 7 days after CIDR insertion; MSD Animal Health). After 48 h (Day 0) animals were either sham-inseminated (non-pregnant group; n = 8) or inseminated with frozen semen (pregnant group; n = 16). Animals were inseminated or sham-inseminated again 24 h later. Blood was collected on Days 0, 8, 16 from all animals. Additional samples were collected on Day 24 from the pregnant group. Pregnancy was confirmed twice on Day 35 and Day 60 by trans-rectal ultrasound. Five animals failed to become pregnant after insemination and were excluded from the study.

Blood was collected from all animals in 4 × 10 mL K2 EDTA Vacutainer tubes (Becton Dickinson, USA) by jugular venepuncture, using 18G needles (Becton Dickinson), and stored at 4 °C. Within 2 h of collection samples were centrifuged at 1,900 × g for 10 min at 4 °C to remove blood cells, and then again at 16,000 × g for 10 min at 4 °C to remove cellular debris and platelets. All plasma samples were immediately frozen at −80 °C. All heifers used in this study were kept under the same housing and feeding conditions in a single farm and all animal procedures were carried out under the UK Home Office Animals (Scientific Procedures) Act 1986 with approval by the Ethical Review Committee, University of Edinburgh.

### RNA extraction

RNA was extracted from 1.05 mL of plasma using TRIzol LS (Life Technologies, USA), following the manufacturer’s protocol. During the RNA extraction protocol, glycogen (180 μg; Sigma-Aldrich, USA) was added to each sample to facilitate visualisation of precipitated RNA, and an exogenous miRNA control, syn-cel-miR-39-3p (0.25 fmol; Qiagen, NL), was spiked-in to each sample. RNA was re-suspended in 30 μL of RNase-free water and used immediately or frozen at −80 °C.

### Illumina small-RNA sequencing and data analysis

Small-RNA libraries were prepared using the Illumina TruSeq small-RNA sample preparation kit (Illumina, USA) following the manufacturer’s protocol. Libraries were submitted to 36-base single-end sequencing using the Illumina HiSeq 2000 platform. Raw sequencing data were processed using the sRNAtoolbox software [53]. The bovine genome (UMD 3.1) was used as reference; trimmed and quality-controlled reads were mapped against bovine (primarily) and human (for homologue identification) mature miRNAs from miRBase (accessed 11/06/2014; [54]) allowing only one-nucleotide mismatches. After mapping, human and bovine miRNA read counts were merged and normalised to generate reads per million mapped (RPMM). MiRNAs detected with less than 25 RPMMs in more than 75 % of the samples in each of the experimental groups were excluded, keeping 178 miRNAs for further analysis. The average within-animal expression of each miRNA in the non-pregnant group was calculated (mean of Days 0, 8 and 16) and used for further analyses (NP group). Normalised expression levels (RPMMs) were log2 transformed before applying two-sample t-tests on the data, followed by an FDR adjustment of the *P* values using R programming. The transformed data were normally distributed as determined by the D’Agostino-Pearson omnibus and Shapiro-Wilk normality tests. Comparisons made were NP16 vs P16 (a direct comparison between non-pregnant and pregnant groups on Day 16), NP vs P16 and NP vs P24.

### Qiagen custom PCR arrays

We used commercial 384-well Custom PCR arrays (Qiagen) which covered a total of 377 unique human miRNAs, 308 of which were conserved in cow (2 nucleotide mismatch allowed). Three pools of 3 to 4 samples each, from each of Day 0, Day 8 and Day 16 for non-pregnant animals, and from Day 24 pregnant animals (12 pools in total) were analysed. cDNA (10 μL) was synthesised from 2 μL RNA sample using miScript II RT kit (Qiagen) in a Whatman-Biometra Thermocycler (Biometra, USA). The arrays were setup according to the manufacturer’s instructions and were run on the LightCycler 480 System (Roche, Switzerland). Data analysis was performed using Microsoft Excel and R programming. Raw Cq data were initially filtered to remove wells with non-specific amplification as identified by melting-curve analysis. Next, miRNAs which had Cq > 35 in more than 75 % of samples per experimental group were removed from the dataset. Cq-values were normalised using the global mean expression, which was calculated from the miRNAs which were detected in all of the sample pools. The mean expression across non-pregnant time-points (Days 0, 8 and 16) was used for analyses, as for the sequencing data, resulting in 3 data-points for analyses from each of pregnant and non-pregnant groups (NP vs P24). The statistical analysis of the transformed normalised data was performed as described for the sequencing data above.

### RT-qPCR validation of high-throughput data

Results of high-throughput analyses (small-RNA sequencing or PCR arrays) were validated by RT-qPCR on the same plasma samples used for sequencing (*n* = 8 heifers/group). cDNA was generated as described above and diluted for use in 10 μL qPCR reactions using Qiagen SYBR Green kits in an Agilent Mx3005P qPCR system (Agilent Technologies, USA). Raw fluorescence data were processed using Agilent MxPro software. A fluorescence threshold of 0.1 was set for all experiments. The amplification efficiency generally ranged between 85 % - 115 %, with R^2^ > 0.85. Cq-values and gene expression data were processed using Microsoft Excel and statistical analysis was performed using GraphPad Prism 6 (GraphPad Software, USA). Specifically, data were log2 transformed and tested for normality as described for the small-RNA sequencing data, and Dunn’s multiple comparison tests (non-parametric) were used to generate P values for the comparisons of miRNA levels between non-pregnant (NP) and pregnant groups (P16 or P24).

### Validation of early pregnancy miRNA profiles in an independent group of heifers

During November 2015, 16 cycling, 14–17 month old Holstein-Friesian heifers were oestrus-synchronised and inseminated as described above. Blood samples were collected on Days 0 (before insemination), 16 and 24 and processed for RT-qPCR analysis as described above. Samples were analysed for 11 animals confirmed pregnant on Day 35.

## Availability of supporting data

Data sets supporting the results of this article are included within the article and its additional files.

## Additional files

Additional file 1: Determining haemolysis of bovine plasma samples. Samples with or without visible haemolysis were analysed to determine A) the ΔCq between miR-451 and miR-23, and B) optical density at 414 nm (as a measure of oxyhaemoglobin levels). ΔCq (C) and optical density (D) values for all plasma samples (*n* = 46) used for small RNA-sequencing and PCR array profiling, showing the absence of detectable haemolysis. Mean ± SEM is shown. (PDF 109 kb) Additional file 2: Small-RNA sequencing data. Normalised expression data (reads per million mapped) and differential expression analysis results for bovine plasma miRNAs, generated using small-RNA sequencing. (XLSX 102 kb) Additional file 3: PCR array data. Normalised expression data and differential expression analysis results for bovine plasma miRNAs, generated using PCR arrays. (XLSX 58 kb) Additional file 4: Differences in miRNA levels validated by qPCR. List of differences (*P* < 0.05) in miRNA abundance obtained by PCR array or sequencing (NP16 vs P16, NP vs P16 and NP vs P24) that were selected for validation by RT-qPCR. Fold changes were calculated as pregnant/non-pregnant. (XLSX 11 kb)

## Abbreviations

Cq: quantification cycle
miRNA: microRNA
NP: non-pregnant
P: pregnant
RPMM: reads per million mapped
RT-qPCR: reverse transcription – quantitative polymerase chain reaction

## References

[1] Gardiner J (2015). Farming Statistics - Livestock Populations at 1 December 2014.

[2] College of Agriculture, Food and Rural Enterprise. Extra Profit from Improved Herd Fertility. Belfast: Department of Agriculture and Rural Development; 2005.

[3] College of Agriculture, Food and Rural Enterprise. The Cost of Extended Calving Intervals. Belfast: Department of Agriculture and Rural Development; 2005.

[4] Ha M, Kim VN (2014). Regulation of microRNA biogenesis. Nat Rev Mol Cell Biol.

[5] McBride D, Carre W, Sontakke SD, Hogg CO, Law A, Donadeu FX (2012). Identification of miRNAs associated with the follicular-luteal transition in the ruminant ovary. Reproduction.

[6] Sontakke SD, Mohammed BT, McNeilly AS, Donadeu FX (2014). Characterization of microRNAs differentially expressed during bovine follicle development. Reproduction.

[7] Wessels JM, Edwards AK, Khalaj K, Kridli RT, Bidarimath M, Tayade C (2013). The MicroRNAome of Pregnancy: Deciphering miRNA Networks at the Maternal-Fetal Interface. PLoS ONE.

[8] Kresowick JD, Devor EJ, Van Voorhis BJ, Leslie KK. MicroRNA-31 Is Significantly Elevated in Both Human Endometrium and Serum During the Window of Implantation: A Potential Biomarker for Optimum Receptivity. Biology of reproduction. 2014. doi:10.1095/biolreprod.113.116590.10.1095/biolreprod.113.116590PMC632243724855107

[9] Su L, Liu R, Cheng W, Zhu M, Li X, Zhao S (2014). Expression Patterns of MicroRNAs in Porcine Endometrium and Their Potential Roles in Embryo Implantation and Placentation. PLoS ONE.

[10] Forde N, Duffy GB, McGettigan PA, Browne JA, Mehta JP, Kelly AK (2012). Evidence for an early endometrial response to pregnancy in cattle: both dependent upon and independent of interferon tau. Physiol Genomics.

[11] Tesfaye D, Worku D, Rings F, Phatsara C, Tholen E, Schellander K (2009). Identification and expression profiling of microRNAs during bovine oocyte maturation using heterologous approach. Mol Reprod Dev.

[12] Su L, Zhao S, Zhu M, Yu M (2010). Differential expression of microRNAs in porcine placentas on days 30 and 90 of gestation. Reprod Fertil Dev.

[13] Doridot L, Miralles F, Barbaux S, Vaiman D (2013). Trophoblasts, invasion, and microRNA. Front Genet.

[14] Zhou Y, Gong W, Xiao J, Wu J, Pan L, Li X (2014). Transcriptomic analysis reveals key regulators of mammogenesis and the pregnancy-lactation cycle. Sci China Life Sci.

[15] . Moldovan L, Batte KE, Trgovcich J, Wisler J, Marsh CB, Piper M. Methodological challenges in utilizing miRNAs as circulating biomarkers. J Cellular and Molecular Med. 2014. doi:10.1111/jcmm.12236.10.1111/jcmm.12236PMC394368724533657

[16] Mitchell PS, Parkin RK, Kroh EM, Fritz BR, Wyman SK, Pogosova-Agadjanyan EL (2008). Circulating microRNAs as stable blood-based markers for cancer detection. Proc Natl Acad Sci U S A.

[17] Turchinovich A, Weiz L, Langheinz A, Burwinkel B (2011). Characterization of extracellular circulating microRNA. Nucleic Acids Res.

[18] Vickers KC, Palmisano BT, Shoucri BM, Shamburek RD, Remaley AT (2011). MicroRNAs are transported in plasma and delivered to recipient cells by high-density lipoproteins. Nat Cell Biol.

[19] Kosaka N, Iguchi H, Ochiya T (2010). Circulating microRNA in body fluid: a new potential biomarker for cancer diagnosis and prognosis. Cancer Sci.

[20] Creemers EE, Tijsen AJ, Pinto YM (2012). Circulating microRNAs: novel biomarkers and extracellular communicators in cardiovascular disease?. Circ Res.

[21] Chevillet JR, Lee I, Briggs HA, He Y, Wang K (2014). Issues and prospects of microRNA-based biomarkers in blood and other body fluids. Molecules.

[22] Williams Z, Ben-Dov IZ, Elias R, Mihailovic A, Brown M, Rosenwaks Z (2013). Comprehensive profiling of circulating microRNA via small RNA sequencing of cDNA libraries reveals biomarker potential and limitations. Proc Natl Acad Sci U S A.

[23] Prieto DMM, Markert UR (2011). MicroRNAs in pregnancy. J Reprod Immunol.

[24] Kotlabova K, Doucha J, Hromadnikova I (2011). Placental-specific microRNA in maternal circulation--identification of appropriate pregnancy-associated microRNAs with diagnostic potential. J Reprod Immunol.

[25] Miura K, Morisaki S, Abe S, Higashijima A, Hasegawa Y, Miura S (2014). Circulating levels of maternal plasma cell-free pregnancy-associated placenta-specific microRNAs are associated with placental weight. Placenta.

[26] Chim SS, Shing TK, Hung EC, Leung TY, Lau TK, Chiu RW (2008). Detection and characterization of placental microRNAs in maternal plasma. Clin Chem.

[27] Cleys ER, Halleran JL, McWhorter E, Hergenreder J, Enriquez VA, da Silveira JC (2014). Identification of microRNAs in exosomes isolated from serum and umbilical cord blood, as well as placentomes of gestational day 90 pregnant sheep. Mol Reprod Dev.

[28] Spornraft M, Kirchner B, Pfaffl MW, Riedmaier I. Comparison of the miRNome and piRNome of bovine blood and plasma by small RNA sequencing. Biotechnology letters. 2015. doi:10.1007/s10529-015-1788-2.10.1007/s10529-015-1788-225700822

[29] Al-Soud WA, Jonsson LJ, Radstrom P (2000). Identification and characterization of immunoglobulin G in blood as a major inhibitor of diagnostic PCR. J Clin Microbiol.

[30] Kirschner MB, Kao SC, Edelman JJ, Armstrong NJ, Vallely MP, van Zandwijk N (2011). Haemolysis during sample preparation alters microRNA content of plasma. PLoS ONE.

[31] Pritchard CC, Kroh E, Wood B, Arroyo JD, Dougherty KJ, Miyaji MM (2012). Blood cell origin of circulating microRNAs: a cautionary note for cancer biomarker studies. Cancer Prev Res (Phila).

[32] Kirschner MB, van Zandwijk N, Reid G (2013). Cell-free microRNAs: potential biomarkers in need of standardized reporting. Front Genet.

[33] Balhara AK, Gupta M, Singh S, Mohanty AK, Singh I (2013). Early pregnancy diagnosis in bovines: current status and future directions. Sci World J.

[34] Spornraft M, Kirchner B, Haase B, Benes V, Pfaffl MW, Riedmaier I (2014). Optimization of extraction of circulating RNAs from plasma--enabling small RNA sequencing. PLoS ONE.

[35] Ple H, Landry P, Benham A, Coarfa C, Gunaratne PH, Provost P (2012). The repertoire and features of human platelet microRNAs. PLoS ONE.

[36] Haider BA, Baras AS, McCall MN, Hertel JA, Cornish TC, Halushka MK (2014). A Critical Evaluation of microRNA Biomarkers in Non-Neoplastic Disease. PLoS ONE.

[37] Willeit P, Zampetaki A, Dudek K, Kaudewitz D, King A, Kirkby NS (2013). Circulating MicroRNAs as Novel Biomarkers for Platelet Activation. Circ Res.

[38] Wang K, Yuan Y, Cho J-H, McClarty S, Baxter D, Galas DJ (2012). Comparing the MicroRNA Spectrum between Serum and Plasma. PLoS ONE.

[39] Sorefan K, Pais H, Hall AE, Kozomara A, Griffiths-Jones S, Moulton V (2012). Reducing ligation bias of small RNAs in libraries for next generation sequencing. Silence.

[40] van Dijk EL, Jaszczyszyn Y, Thermes C (2014). Library preparation methods for next-generation sequencing: tone down the bias. Exp Cell Res.

[41] Fuchs RT, Sun Z, Zhuang F, Robb GB (2015). Bias in ligation-based small RNA sequencing library construction is determined by adaptor and RNA structure. PLoS ONE.

[42] Coutinho LL, Matukumalli LK, Sonstegard TS, Van Tassell CP, Gasbarre LC, Capuco AV (2007). Discovery and profiling of bovine microRNAs from immune-related and embryonic tissues. Physiol Genomics.

[43] Landgraf P, Rusu M, Sheridan R, Sewer A, Iovino N, Aravin A (2007). A mammalian microRNA expression atlas based on small RNA library sequencing. Cell.

[44] Tripurani SK, Xiao C, Salem M, Yao J (2010). Cloning and analysis of fetal ovary microRNAs in cattle. Anim Reprod Sci.

[45] Huang J, Ju Z, Li Q, Hou Q, Wang C, Li J (2011). Solexa sequencing of novel and differentially expressed microRNAs in testicular and ovarian tissues in Holstein cattle. Int J Biol Sci.

[46] Witwer KW, Sisk JM, Gama L, Clements JE (2010). MicroRNA regulation of IFN-beta protein expression: rapid and sensitive modulation of the innate immune response. J Immunol.

[47] Krawczynski K, Najmula J, Bauersachs S, Kaczmarek MM. MicroRNAome of Porcine Conceptuses and Trophoblasts: Expression Profile of microRNAs and Their Potential to Regulate Genes Crucial for Establishment of Pregnancy. Biol Reprod. 2014. doi:10.1095/biolreprod.114.123588.10.1095/biolreprod.114.12358825472924

[48] Zhang XD, Zhang YH, Ling YH, Liu Y, Cao HG, Yin ZJ (2013). Characterization and differential expression of microRNAs in the ovaries of pregnant and non-pregnant goats (Capra hircus). BMC Genomics.

[49] Wu L, Zhou H, Lin H, Qi J, Zhu C, Gao Z (2012). Circulating microRNAs are elevated in plasma from severe preeclamptic pregnancies. Reproduction.

[50] Salilew-Wondim D, Ahmad I, Gebremedhn S, Sahadevan S, Hossain MD, Rings F (2014). The expression pattern of microRNAs in granulosa cells of subordinate and dominant follicles during the early luteal phase of the bovine estrous cycle. PLoS ONE.

[51] Li R, Zhang CL, Liao XX, Chen D, Wang WQ, Zhu YH (2015). Transcriptome microRNA profiling of bovine mammary glands infected with Staphylococcus aureus. Int J Mol Sci.

[52] Mestdagh P, Hartmann N, Baeriswyl L, Andreasen D, Bernard N, Chen C (2014). Evaluation of quantitative miRNA expression platforms in the microRNA quality control (miRQC) study. Nat Methods.

[53] Rueda A, Barturen G, Lebron R, Gomez-Martin C, Alganza A, Oliver JL (2015). sRNAtoolbox: an integrated collection of small RNA research tools. Nucleic Acids Res.

[54] Griffiths-Jones S (2006). miRBase: the microRNA sequence database. Methods Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

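Plasma small RNA was measured in 46 libraries, from 8 non-pregnant heifers (NP0, NP8 and NP16, numbered by day of the cycle) and from 11 pregnant heifers (P16 and P24, numbered by day of pregnancy), each mapped to its group, animal and day by its label. The deposited counts are reads per mature miRNA name, which the authors made by trimming and quality control of single-end reads, alignment to the bovine genome (UMD 3.1) with sRNAtoolbox, and mapping to mature miRNAs of miRBase, primarily bovine and also human, with 1 mismatch allowed. The deposited RPM values (RPMM in the paper) were made by the authors from these counts, each divided by the reads mapped in that library, so that a library sums to less than the full scale. Mapped reads per library were recovered as the ratio of the summed counts to the summed RPM. Locations of mature miRNAs are on UMD 3.1 as listed in the reference.

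Tests between groups used counts in edgeR 4.0.16 under R 4.3.3 (TMM scaling, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, FDR limit 0.1), with limma 3.58.1 and DESeq2 1.42.0 as alternatives. A miRNA was left out when it was under 25 RPM in more than 75% of the libraries of each of NP0, NP8, NP16, P16 and P24, which kept 214 of 870 names. NP is the sum of the 3 libraries of an animal for counts and their mean for RPM, so that n is 8 animals. An NP value thus draws on 3 libraries and a P16 or P24 value on 1, which the permutation tests against NP take as exchangeable. P16 holds 10 animals, without the library that the paper left out, and P24 holds 11. The main comparisons were P16 vs NP, P24 vs NP and P16 vs NP16; P24 vs P16, NP8 vs NP0, NP16 vs NP8 and NP16 vs NP0 were compared without a block and with the animal as a replicate block. P16 vs NP and P24 vs NP share the NP animals, and P16 and P24 are the same heifers. Exact permutation tests (two-sided, all splits of the animals) used log2(RPM + 1), with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. The share of variance between groups is the PERMANOVA R2 on euclidean distances. Lists were tested with camera at a correlation of 0.01 and with an estimated correlation, and by the count of members past the FDR limit over all miRNAs and adjusted over the list alone. Overlap with the PCR array used the paper's array values and Fisher's exact test.

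The lists were markers of erythrocytes, platelets, leukocytes, muscle, liver and gut, and epithelium, the imprinted Dlk1-Dio3 cluster, the let-7 family, the miR-99, miR-100 and miR-125 family, the miR-17-92 family, the miR-26 family, the ruminant miR-2284 and miR-2285 family, miRNAs linked to pregnancy in other species in the paper's Background, and the higher and the lower miRNAs of the paper's PCR array (Table 3). The muscle list and the miR-99, miR-100 and miR-125 family were written after reading the paper's Table 2, and the array lists were chosen by the study on pools of the same animals. A list name matched a miRNA name when it equalled it, with or without its arm. miRNAs were named by a rule: all those in Table 2, Table 3, Additional file 4 or the results text of the paper, the 15 with the smallest unadjusted p in each main comparison, the 20 most abundant by mean RPM, and the 10 with the smallest p in each of the other comparisons. The paper's tables had been read when the rule was written, and a miRNA whose largest group mean is under 25 RPM was named only as low. The comparisons, tests, filter, lists, rule and alternatives were chosen before the data were examined, apart from those named as chosen after and the tests of lists between days.

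The depth was 6.5e+05 to 5.4e+06 miRNA reads per library. The pipeline was tested on simulated data with known changes at the spread and depth of these libraries. No libraries were identical, and the correlation between libraries on log2(RPM + 1) was 0.905 to 0.994. As a check of the animal labels, each library was matched by correlation with those of the other day on log2(RPM + 1) after removing the mean of each miRNA on each day: the own animal was the best match for 6 of 10 animals between P24 and P16, 3 of 8 between NP8 and NP0, 7 of 8 between NP16 and NP8, and 4 of 8 between NP16 and NP0. Sequencing batches are not named in the labels. Alternatives tried were library totals and DESeq2 size factors in place of TMM, DESeq2, limma on log2(RPM + 1) and on log2(RPM + 0.1), exact permutation tests per miRNA, a robust fit, no filter, a filter at 100 RPM, only the 178 miRNAs of Additional file 2, an FDR limit of 0.05, NP libraries taken as independent, the left-out Day 16 library kept, and each animal left out. Alternatives chosen after seeing the data were NP as the within-animal median or mean of log values, NP of Day 0, of Day 8, or of Days 8 and 16 alone, limma on the 178 miRNAs, and the left-out Day 16 library in the share of variance and the principal components. Raw reads, predicted miRNAs and RT-qPCR values were not analysed here.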

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

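The tests chosen only after the result was seen were those of muscle RNA, of Day 0 in the NP mean for miR-133a, for miR-208b and for the miR-99, miR-100 and miR-125 family on Day 16, of the most abundant miRNAs for that family on Day 16, the camera tests of lists between days, and the counts over other splits of the animals; the test of Day 0 for miR-133a was changed more than once after its values were seen, first to a stricter bound on P16 vs NP16, which moved it from against to open, and then to P16 vs NP of Days 8 and 16, which moved it back to against, and a test of reads shared by miR-133a and miR-133b was run and left out after its result was seen.

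Of 44 groups of libraries examined, in NP0, NP8, NP16 and P16 without the left-out library, 11 held a library far from the others. For independent groups of normally spread values chance gives about 1 in 20 groups, or 2.2 of 44. Skewed RPM values of related measures need not follow that rate. P24 was not examined by this rule, and there miR-133a was at 1150 RPM in replicate 24 and 427 RPM in the next. The gap to the nearest library, as a share of the group's range, was 0.562 for miRNA reads in P16 (replicate 11 highest). For miR-133a it was 0.644 in NP0 (replicate 22, 2309 RPM, the next 877 RPM), 0.777 in NP8 (replicate 35, 2915 and 667 RPM), 0.779 in NP16 (replicate 25, 1179 and 279 RPM) and 0.555 in P16 (replicate 17, 163 and 85.3 RPM). For miR-208b it was 0.777 in NP0 (replicate 22, 81.9 and 26.5 RPM), 0.599 in NP16 (replicate 25, 17.0 and 10.2 RPM) and 0.660 in P16 (replicate 17, 14.7 and 8.06 RPM). For miR-26a it was 0.603 in NP0 (replicate 21, 17075 and 8551 RPM), for miR-1249 0.614 in NP16 (replicate 21, 12.4 and 6.04 RPM) and for hsa-miR-4532 0.536 in NP16 (replicate 16, 236 and 147 RPM).

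miR-133a and miR-208b were lower in P16 than in NP; miR-208b lies outside the 178 miRNAs that the paper tested (log2 fold change -1.11, adjusted p = 0.0163 from edgeR, 4.64 to 14.7 RPM in P16 and 6.93 to 32.5 RPM in NP). miR-208b passed the filter only through NP0, which is part of NP. Day 0 in the NP mean as the whole cause stays open for miR-133a, since its test was changed after its values were seen and so carries no verdict. Against NP of Days 8 and 16 the log2 fold change of miR-133a stayed negative, at -2.64 (SE 0.66, two-sided exact permutation test, p = 0.0350). It was -1.77 (SE 0.57) without NP replicate 35, the nearest to 0 of the values without each animal. With Day 0 it was -2.81 (SE 0.53), and without Day 0 the FDR call ended with the larger standard error (adjusted p = 0.149 from edgeR). Against NP16 alone it was -2.10 (SE 0.63, exact permutation p = 0.130), -1.0 without NP16 replicate 25 and -0.12 with the left-out Day 16 library. For miR-208b, at -0.71 (SE 0.28; exact permutation p = 0.0500) against NP of Days 8 and 16, Day 0 cannot be told apart, as the permutation test did not pass its bound. RNA of muscle in some samples is a candidate explanation: the Pearson correlation of miR-133a with the mean of 5 other muscle miRNAs was 0.467 across 8 NP animals (exact permutation p = 0.244, adjusted p = 0.293 over 6 relations; Spearman 0.310, exact p = 0.462; 0.448 without the 2 farthest animals), 0.878 across 11 P24 animals (permutation p = 0.00116, adjusted p = 0.00696; Spearman 0.673, p = 0.0280, adjusted p = 0.168; 0.585 without the 2 farthest) and -0.120 across 10 P16 animals (permutation p = 0.741; Spearman -0.0424, p = 0.919; -0.452 without the 2 farthest), and 0.728, 0.597 and 0.708 in NP0, NP8 and NP16 (n = 8 each; exact permutation p = 0.0400, 0.121 and 0.0473; adjusted p = 0.0946, 0.182 and 0.0946; Spearman 0.690, 0.476 and 0.643, exact p = 0.0694, 0.243 and 0.0962), which rest on the 2 farthest animals (0.0922, -0.218 and 0.262 without the 2 farthest). The mean of the other muscle miRNAs rests on few measured members, since miR-1, miR-206 and miR-208a had median counts of 0 or 1 in every group. Against muscle RNA, miR-1, an abundant miRNA of muscle, was at most 0.794 RPM as a group mean, but no muscle library was used to set the level it would need. Like miR-133a, the low miR-133b had lower values in P16, at 0.85 RPM against 6.19 RPM in NP0. Without a filter it was called for P16 vs NP (log2 fold change -1.96, adjusted p = 0.00031 from edgeR), and whether it shares reads with miR-133a stays open. The correlations cannot be told apart from a shared change, as they passed the bound in P24 and not in NP. A change with pregnancy itself stays open as untested.

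The miR-99, miR-100 and miR-125 family had a mean log2 RPM that differed by -0.42 (SE 0.17) between P24 and NP (two-sided exact permutation test, p = 0.0343), and all 5 members tested had negative log2 fold changes under each of the 3 scalings, with 0 called over all miRNAs and the camera call lost with an estimated correlation (adjusted p = 0.28 with an estimated correlation). With the 10 most abundant miRNAs left out of the library total it was -0.42 on Day 24, more than 2 standard errors (0.373) below 0, which argues against a few abundant miRNAs as the whole cause there, and -0.27 (SE 0.17) on Day 16, where it stays open. Day 0 in the NP mean may contribute: against NP16 alone the difference was -0.064 (SE 0.20) on Day 16 and -0.17 (SE 0.19) on Day 24. This cannot be told apart from pregnancy, since both standard errors span the bound of -0.1. A change with pregnancy stays open as untested. The family's list was written after reading the paper's Table 2, which holds 3 of its members for P24 vs NP. Its tests on these libraries are therefore not independent support.

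The imprinted Dlk1-Dio3 cluster had lower values on Day 8 than on Day 0 of the cycle, days the paper does not compare: 12 of 12 members tested had negative log2 fold changes under each of the 3 scalings (median log2 fold change -0.52, camera adjusted p = 3.87e-10; adjusted p = 0.0960 with an estimated correlation). With the animal as a replicate block the adjusted p was 1.93e-09 (adjusted p = 0.461 with an estimated correlation), and 7 members were lower adjusted over the list alone, 8 without the block and 0 over all miRNAs in either fit. Among 10000 random lists matched on mean expression the cluster's median had percentile 0 (lowest random median -0.40), so other miRNAs of that level did not fall as far. The random lists cannot test chance. The cluster was picked for its low values in these libraries, and its members, which lie together on chromosome 21, can vary together. A few abundant miRNAs as the whole cause are argued against by the within-animal difference without the 10 most abundant in the total, -0.48 (SE 0.16), lower in 7 of 8 animals (two-sided exact sign-flip permutation test, p = 0.0391); with the full total it was -0.43 (SE 0.16), lower in 6 of 8 (exact p = 0.0469), which did not pass adjustment (adjusted p = 0.281 over 24 tests). A biological difference between cycle days stays open as a hypothesis, seen and tested on the same data.

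Among 100 splits of the animals, the real one included and within animals for the comparisons of days, chance could not be excluded for any count above 0. For P16 vs NP, 5 splits called 2 or more miRNAs at the FDR limit (highest other 11). At an unadjusted p under 0.05, the real 15 for P16 vs NP was reached by 22 splits (highest other 53), the 7 for P24 vs NP by 71 (highest other 52) and the 15 for P16 vs NP16 by 43 (highest other 71). Between days, the 3 for P24 vs P16 was reached by 80 (highest other 22), the 19 for NP8 vs NP0 by 21 (highest other 53), the 5 for NP16 vs NP8 by 41 (highest other 22) and the 12 for NP16 vs NP0 by 29 (highest other 30). In the comparisons other than P16 vs NP the real count at the FDR limit was 0, which all 100 splits reach, so the splits say nothing about it; the highest other counts were 6 for P24 vs NP, 42 for P16 vs NP16, 0 for P24 vs P16, 11 for NP8 vs NP0, 1 for NP16 vs NP8 and 1 for NP16 vs NP0. Splits with several times a real count above 0, such as 11, 53, 52 and 71, show that these counts vary widely between splits. The source of this, such as a structure of the samples, was not tested.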

How the results depend on the processing

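Alternatives named as added were chosen after seeing the data, and the cause of a difference was not tested except where fewer miRNAs or animals enter by construction. For P16 vs NP, the count of 2 at the FDR limit was 1 with the 178 miRNAs of Additional file 2 and at 100 RPM, 0 with exact permutation tests and with the left-out Day 16 library, and among added alternatives 1 with limma on the 178 miRNAs and 0 with NP as the median or the log mean in limma, with NP of Day 8, and with NP of Days 8 and 16. The count of 15 at an unadjusted p under 0.05 was 6 with library totals, 38 with no filter and 5 with the left-out library, and added 6 with the NP median, 7 with the log mean, 36 with NP Day 0, 7 with Day 8 and 8 with Days 8 and 16. miR-133a (-2.81) was -2.43 (adjusted p = 0.110) with exact permutation, -0.96 (0.941) with the left-out library, and added -1.43 (0.998) with the NP median, -1.70 (0.123) with the log mean, -2.78 (0.333) with Day 8 and -2.64 (0.149) with Days 8 and 16. miR-208b (-1.11) lost its call in the same 6, at -1.03, -0.82, -0.64, -0.83, -0.79 and -0.71. With the left-out library miR-193b was 0.28 and miR-100 0.0046, and miR-26a was 0.0319 for P16 vs NP with the NP median. For P24 vs NP, the count of 7 was 12 with DESeq2, 36 with no filter, 19 with NP libraries separately and 36 with NP Day 0 (added), where 5 passed the FDR limit (miR-99a-5p, miR-208b, miR-27a-3p, miR-532 and miR-10b, of which miR-27a-3p and miR-532 were named after their values were seen); miR-26a was 0.22 with the NP median and 0.0515 with the log mean. For P16 vs NP16, 1 passed the FDR limit with DESeq2, and the count of 15 was 41 with no filter, 8 with exact permutation, 6 with the left-out library and 7 with limma on the 178 miRNAs (added); miR-133a was -0.12 with the left-out library. In NP8 vs NP0 DESeq2 called 1 (miR-136), and in NP16 vs NP0 library totals called 1 (miR-208b), DESeq2 3 (miR-208b, miR-136 and miR-532) and no filter 1 (miR-133b, low). With an estimated correlation, 1 list was called for P16 vs NP in place of 2, 0 for P24 vs NP in place of 2 and 0 for P16 vs NP16 in place of 1. With the replicate block the counts at the FDR limit were 0 in the 4 within-animal comparisons, as without it; camera gained 4 list calls, the epithelial list and the miR-99, miR-100 and miR-125 family for P24 vs P16, and the muscle list and that family for NP8 vs NP0, all 4 lost with an estimated correlation (adjusted p = 0.483 for P24 vs P16 and adjusted p = 0.853 for NP8 vs NP0), as was the Dlk1-Dio3 call for NP8 vs NP0. The names with more than 10 reads were 217 in every library and 310 by the mean, the miR-486 to miR-23a ratio differed by -0.0584 where that of miR-451 differed by 0.02, and 5 miRNAs were shared with the array over any comparison in place of 1. Leaving out each animal gave 2 to 2 at the FDR limit, 7 to 17 at an unadjusted p under 0.05 (7 without NP replicate 16 or 34, 8 without P16 replicate 10, 9 without P16 replicate 12) and -3.10 to -2.41 for miR-133a in P16 vs NP. In P24 vs NP it gave 0 to 2 (2 without P24 replicate 24: miR-208b and miR-133a at -2.38), 4 to 12 (11 without NP replicate 21, 4 without 22, 12 without 35, 11 without P24 replicate 29) and -2.38 to -1.04. In P16 vs NP16 it gave 0 to 1 (hsa-miR-4532 without NP16 replicate 16 or P16 replicate 29), 7 to 19 (8 without NP16 replicate 18, 9 without 20, 7 without P16 replicate 10) and -2.42 to -1.0 (-1.0 without NP16 replicate 25). miR-26a ranged from -0.251 to 0.0687 for P24 vs NP and from -0.0689 to 0.148 for P16 vs NP16; it was 0.0177, 0.0687 and 0.0368 for P24 vs NP without NP replicate 21, NP replicate 35 and P24 replicate 14, and -0.0123, -0.0191, -0.000516, -0.00189, -0.00446 and -0.0689 for P16 vs NP16 without NP16 replicates 16, 20 and 25 and P16 replicates 12, 24 and 32. Of 1516 values of single miRNAs, 1489 kept their sign and their side of the limit, 14 had another sign, 7 passed the limit and 6 no longer did; of 341 other values, 282 stayed within 1.5 times or on the same side. Values under 25 RPM rest on few reads, 4 to 78 per library for miR-1249.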

Differences from the paper's values

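For bovine miRNA names with more than 10 reads, the value here was 519 (sum over libraries) and the paper's is 328; of the alternatives set before the data were examined, more than 10 reads in at least 1 library (378) and a mean above 10 (293) fell within 1.5 times of the paper's value, and more than 10 in every library (212) did not. For the FDR of miR-133a in P16 vs NP, the value here was 0.00672 and the paper's is 0.127. The tests differ: the paper used t-tests on log2 RPMM of 178 miRNAs, and the value here is from edgeR on counts of 214. None of the alternatives listed is that t-test, and this holds for the counts of miRNAs compared below too. Exact permutation tests (0.110) and NP libraries taken separately (0.0866) fell within 1.5 times of the paper's value. Library totals (0.00813), DESeq2 (9.19e-05), no filter (0.000581), the 178 miRNAs of Additional file 2 (0.00427), 100 RPM (0.00583), limma (0.0209), limma with the smaller pseudocount (0.0217), the robust fit (0.0132), the left-out library (0.941) and each animal left out (0.00169 to 0.0225) did not. NP as the within-animal log mean in limma (0.123) and NP of Days 8 and 16 (0.149), both chosen after seeing the values, fell within 1.5 times of the paper's value and drop 4 and 5 of the 8 miRNAs of Table 2 for this comparison. The NP median (0.998), NP of Day 0 (0.00154), NP of Day 8 (0.333) and limma on the 178 miRNAs (0.00964), chosen after seeing the values too, did not.

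For the count at an FDR under 0.1 in P16 vs NP, the value here was 2 and the paper's is 0 by its Additional file 2. Exact permutation tests (0) and the left-out library (0) gave the paper's count, and library totals, DESeq2, no filter, 178 miRNAs, 100 RPM, both limma fits, the robust fit, an FDR limit of 0.05, NP libraries taken separately and each animal left out did not. The NP median, the log mean, NP of Day 8 and NP of Days 8 and 16, all chosen after seeing the values, gave 0 and drop 5, 4, 5 and 5 of the 8 miRNAs that the paper lists at P under 0.05, and NP of Day 0 (2) and limma on the 178 miRNAs (1), chosen after seeing the values too, did not give 0. For the count at an unadjusted p under 0.05 in P16 vs NP, the value here was 15 and the paper's is 8. Library totals (6), 178 miRNAs (11), 100 RPM (11), both limma fits (12) and exact permutation (11) fell within 1.5 times of it, and DESeq2 (16), no filter (38), the robust fit (13), the left-out library (5) and NP libraries taken separately (16) did not. Leaving out an animal gave counts within 1.5 times of the paper's for 13 of 18 animals, among them 8 without P16 replicate 10. NP of Days 8 and 16 (8), the log mean (7), NP of Day 8 (7), the NP median (6) and limma on the 178 miRNAs (11), all chosen after seeing the values, also fell within it and drop 5, 4, 5, 5 and 0 of the 8 miRNAs, and NP of Day 0 (36) did not. In P16 vs NP16 the value here was 15 and the paper's is 7. limma (10), exact permutation (8) and the left-out library (6) fell within 1.5 times of it, and library totals (20), DESeq2 (17), no filter (41), 178 miRNAs (11), 100 RPM (11), limma with the smaller pseudocount (11) and the robust fit (15) did not. Of the animals left out, those of NP16 replicates 18 (8) and 20 (9) and P16 replicate 10 (7) gave counts within it. limma on the 178 miRNAs (7), chosen after seeing the values, gave the paper's count and drops 1 of its 7 miRNAs.

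The paper states that no difference held after FDR adjustment; here miR-133a and miR-208b did for P16 vs NP in edgeR, while for P24 vs NP and P16 vs NP16 none did. It states that miR-29c was under-represented in the sequencing libraries; its mean here was 331 RPM over 46 libraries, with 266 reads or more in each, while miR-1249, named with it, was at 6.74 RPM. By rank miR-29c was lower in sequencing (97th) than on the array (12th). The paper reports miR-26a higher in pregnancy by RT-qPCR and on the array. Here the log2 fold changes of miR-26a were negative for P16 vs NP and P24 vs NP in the main fit, neither past the FDR limit. The paper names miR-99b, miR-152, miR-101 and miR-103 as different on the array and in sequencing; these are among the 5 here, with miR-30b-5p as the other. All 21 differences of Table 2 had the paper's direction, and 17 had an unadjusted p under 0.05. Of the other 4, miR-19a in P16 vs NP16 had it with library totals and exact permutation, and miR-328 in P16 vs NP16 with these, with limma at either pseudocount or on the 178 miRNAs, and without NP16 replicate 21. miR-133a in P24 vs NP had it with DESeq2, no filter, the 178 miRNAs, 100 RPM, limma, exact permutation, NP of Day 0, and without any of NP replicates 16, 20, 21 and 34 and P24 replicates 10 and 24. miR-10b in P24 vs NP had it with limma, exact permutation, NP libraries taken separately, NP of Day 0, and without NP replicate 25 or P24 replicate 31.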

Other observations

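The tests of lists between days in this part, by camera and within animals, were chosen after the data were seen; the comparisons of single miRNAs between days were not, and values are without the animal as a block unless stated. From Day 0 to Day 16 of the cycle, muscle miRNAs had lower values in plasma on average in non-pregnant heifers, though miR-133a was at 877 RPM on Day 0 and 1179 RPM on Day 16 in replicate 25. The muscle list had a mean log2 RPM that differed by -1.13 (SE 0.32) between NP16 and NP0, lower in 8 of 8 animals (two-sided exact sign-flip permutation test, p = 0.00781, adjusted p = 0.0938 over 24 tests). In the miR-99, miR-100 and miR-125 family the difference was -0.49 (SE 0.11), lower in 8 of 8 animals (two-sided exact permutation test, p = 0.00781, adjusted p = 0.0938), and with the 10 most abundant miRNAs left out of the total it was lower in 7 of 8 (exact p = 0.0547). miR-208b, a miRNA of slow muscle, had a log2 fold change of -1.22 (SE 0.33) and miR-499 of -0.60 (SE 0.24, low), and miR-199a-5p, a miRNA of connective tissue, of -0.78 (SE 0.27). No miRNA passed the FDR limit for NP16 vs NP0 in edgeR (smallest adjusted p = 0.362; 12 at an unadjusted p under 0.05, 5 higher and 7 lower). Camera called the muscle list (adjusted p = 0.0010; adjusted p = 0.393 with an estimated correlation), the Dlk1-Dio3 cluster, with 11 of 12 members negative (adjusted p = 0.0010; adjusted p = 0.451 with an estimated correlation), and that family (adjusted p = 0.0138; adjusted p = 0.451 with an estimated correlation). Red cell miRNAs had 6 of 6 positive values, 5 of 6 with library totals, which moved the median of all miRNAs from 0.02 to -0.21 (camera adjusted p = 0.0046; adjusted p = 0.451 with an estimated correlation). Camera also called the miR-17-92 family (9 of 11 positive, 5 of 11 with library totals; adjusted p = 0.0131) and the platelet list (6 of 7 positive, 4 of 7 with library totals; adjusted p = 0.0536), both lost with an estimated correlation (adjusted p = 0.451 with an estimated correlation for each).

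From Day 0 to Day 8, the members of the Dlk1-Dio3 cluster, a cluster expressed in the placenta and other tissues, had log2 fold changes of -0.86 (SE 0.21) for miR-136, -0.68 (SE 0.20) for miR-381, -0.62 (SE 0.19) for miR-154c and -0.57 (SE 0.20) for miR-432. No miRNA passed the FDR limit in edgeR for NP8 vs NP0 (smallest adjusted p = 0.156; 19 at an unadjusted p under 0.05, 1 higher and 18 lower). From Day 8 to Day 16 red cell miRNAs had 6 of 6 positive values under each scaling (median 0.37, camera adjusted p = 0.00065; adjusted p = 0.447 with an estimated correlation) and the miR-26 family 3 of 3 negative values (median -0.55, adjusted p = 0.0186; adjusted p = 0.447 with an estimated correlation) and no miRNA passed the FDR limit (smallest adjusted p = 0.889; 5 at an unadjusted p under 0.05). The Dlk1-Dio3 cluster had 12 of 12 positive values in it (median 0.18, 6 of 12 with library totals; camera adjusted p = 0.00065; adjusted p = 0.447 with an estimated correlation), and within animals its mean log2 RPM differed by 0.02 (SE 0.12; two-sided exact permutation test, p = 0.914). The list that the array found higher, chosen by the study on pools of the same animals, had 8 of 9 negative values (camera adjusted p = 0.0015; adjusted p = 0.447 with an estimated correlation). Library totals moved the median of all miRNAs to -0.15 in that comparison. In the miR-26 family, miR-26a and miR-26c varied together (r = 0.996 across libraries), so its 3 values are not separate measurements. Between P24 and P16, in 10 heifers, miR-133a had a log2 fold change of 1.45 (SE 0.60), miR-182 of 1.06 (SE 0.47) and miR-181d, of the miR-181 family, of 0.74 (SE 0.35). With the animal as a block these were 0.52 (SE 0.50), 0.20 (SE 0.33) and 0.40 (SE 0.33), none at an unadjusted p under 0.05, and miR-133a was higher in 5 and lower in 5 of the 10 heifers. None passed the FDR limit for P24 vs P16 in edgeR (smallest adjusted p = 0.997; 3 at an unadjusted p under 0.05). The mean log2 RPM of the muscle list differed within animals by 0.41 (SE 0.30), higher in 5 and lower in 5 (two-sided exact sign-flip permutation test, p = 0.273, adjusted p = 0.547 over 24 tests). Camera called the muscle list (3 of 3 positive, adjusted p = 0.0147; adjusted p = 0.602 with an estimated correlation), the array's higher list (9 of 9 positive, adjusted p = 0.0147; adjusted p = 0.656 with an estimated correlation) and the let-7 family (9 of 10 positive, median 0.15, adjusted p = 0.0326; adjusted p = 0.656 with an estimated correlation).

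miR-26a, which the paper measured further by RT-qPCR, was at 6934 ± 3002 RPM in NP (SD, n = 8), 5499 ± 1674 RPM in P16 (n = 10), 6645 ± 3159 RPM in P24 (n = 11) and 5022 ± 2072 RPM in NP16 (n = 8). Its log2 fold change was -0.31 (SE 0.21, adjusted p = 0.820 from edgeR) for P16 vs NP, -0.06 (SE 0.27) for P24 vs NP and 0.05 (SE 0.19) for P16 vs NP16. The paper reports miR-26a higher in pregnancy, by RT-qPCR on Day 16 and on the array on Day 24 (1.76-fold). By RT-qPCR in an independent group of heifers it was higher on Day 24. The sequencing values against NP had the other sign in the main fit, and neither passed the FDR limit. The log2 ratio of miR-451 to miR-23a, a measure of red cell RNA, was 2.25 ± 0.68 in NP (SD, n = 8), 2.27 ± 0.54 in P16 (n = 10) and 2.22 ± 0.49 in P24 (n = 11; two-sided exact permutation tests against NP, p = 0.938 and p = 0.901), and 2.77 ± 0.67 in NP16 (n = 8; P16 vs NP16, exact p = 0.102).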
